# Comparative Transcriptome, Metabolome, and Ionome Analysis of Two Contrasting Common Bean Genotypes in Saline Conditions

**DOI:** 10.3389/fpls.2020.599501

**Published:** 2020-12-10

**Authors:** Harun Niron, Nazire Barlas, Bekir Salih, Müge Türet

**Keywords:** common bean, metabolome, *Phaseolus vulgaris* L., salt-stress, tolerance, transcriptome

## Abstract

Soil salinity is a major abiotic stress factor that limits agricultural productivity worldwide, and this problem is expected to grow in the future. Common bean is an important protein source in developing countries however highly susceptible to salt stress. To understand the underlying mechanism of salt stress responses, transcriptomics, metabolomics, and ion content analysis were performed on both salt-tolerant and susceptible common bean genotypes in saline conditions. Transcriptomics has demonstrated increased photosynthesis in saline conditions for tolerant genotype while the susceptible genotype acted in contrast. Transcriptome also displayed active carbon and amino-acid metabolism for the tolerant genotype. Analysis of metabolites with GC-MS demonstrated the boosted carbohydrate metabolism in the tolerant genotype with increased sugar content as well as better amino-acid metabolism. Accumulation of lysine, valine, and isoleucine in the roots of the susceptible genotype suggested a halted stress response. According to ion content comparison, the tolerant genotype managed to block accumulation of Na^+^ in the leaves while accumulating significantly less Na^+^ in the roots compared to susceptible genotype. K^+^ levels increased in the leaves of both genotype and the roots of the susceptible one but dropped in the roots of the tolerant genotype. Additionally, Zn^+2^ and Mn^+2^ levels were dropped in the tolerant roots, while Mo^+2^ levels were significantly higher in all tissues in both control and saline conditions for tolerant genotype. The results of the presented study have demonstrated the differences in contrasting genotypes and thus provide valuable information on the pivotal molecular mechanisms underlying salt tolerance.

## Introduction

Salt accumulation has become one of the most imminent agricultural threats in the recent years. It is estimated that nearly 20% of cultivated and 33% of irrigated farmland has been affected by salt globally (Munns and Tester, 2008). These percentages are expected to increase annually through diverse causes such as excessive evaporation, improper irrigation, or inadequate precipitation, which are related to the global climate change. At the current rate of salt accumulation, 50% of arable farmlands may become salt-affected by 2050 (Jamil et al., 2011). Most of the economically significant crops such as rice, maize, potato, tomato, and legumes are rather susceptible to salinity (Muchate et al., 2016). Production of these and other crops will have to increase up to 70% to cope up with the steadily growing human population, which is predicted to surpass 9 billion by 2050 (Davies and Bowman, 2016). These global challenges call for urgent but sustainable solutions, which can be found in more-salt tolerant varieties of cultivated plants. The genetic program for salt tolerance can be transferred to salt-sensitive crops with otherwise valuable agronomical traits using conventional breeding or transgenic methods (Hanin et al., 2016). Therefore, identification of genes responsible for the superior salt tolerance, their functional characterization, and understanding of the associated metabolic processes are essential for sustainable agriculture in the era of overpopulation and climate change.

A soil is considered saline if it contains enough soluble salt to have detrimental effects on the growth of crop plants. Saline soil is roughly defined as a soil with electrical conductivity of saturated extract (ECe) equal or higher than 4 dS m-1 (Shrivastava and Kumar, 2015); but the majority of common crop yields display reduction even at lower ECes (Munns, 2005; Jamil et al., 2011). Although various salts contribute to soil salinity, sodium chloride (NaCl) is the most predominant form. Elevated NaCl disrupts diverse systems necessary for consistent plant growth and development (Munns and Tester, 2008; Shahzad et al., 2013). It leads to two types of generalized stress for plants: osmotic and ionic stress. Osmotic stress arouses from the decreased water potential and water availability for the plant. Ionic stress, on the other hand, is caused by the toxic ion accumulation over time (R. Munns, 2002). These stress factors create a network of restraints on survival, not just with ion toxicity and water retention, but also with nutrient and metabolic imbalance that collectively become a physiological response (Tester and Davenport, 2003).

Understanding this response is a laborious task and requires a comprehensive strategy against these stress factors. Essentially, plants employ water homeostasis control and adjustment of osmotic balance, salt exclusion, sequestration, oxidative protection, regulation of potassium exchange, biochemical responses, and growth regulation to cope with salt stress (Tester and Davenport, 2003; Munns, 2005; Munns and Tester, 2008; Shabala and Cuin, 2008). As there is a complex network of connections between these systems, tolerance to salt may involve the regulation of thousands of genes (Monforte et al., 1997; Foolad, 2004). This complexity can be reduced by making a comparison among species and varieties of plants that have evolved distinct mechanisms to deal more successfully with salinity. Although tolerant and susceptible plants use very similar strategies, differential regulation of the responses can indicate the key points of the salt tolerance mechanisms (Nilsen et al., 1996).

Common bean (*Phaseolus vulgaris* L.) is a grain legume with substantial agricultural importance. As a rich source of vitamins, minerals, and dietary proteins it is an essential nutrient for human consumption. It represents approximately half of the produced and consumed grain legumes in the world (Broughton et al., 2003). With its high phytochemical content and high antioxidant capacity, it supports the human immune system against disorders like obesity, cancer, and cardiovascular diseases (Pinheiro et al., 2010). Moreover, it is integral to sustainable agriculture as it supplements the soil with nitrogen through symbiotic associations (Broughton et al., 2003). However, common bean is fairly susceptible to salt. This crop can suffer nearly 20% yield loss even in slightly saline soil with 1 dS m-1 ECe (Chinnusamy et al., 2005). This inconvenience can be mitigated through somewhat salt tolerant genotypes of common bean cultivars such as Ispir, but this solution may not be sustainable against the increasing soil salt content. To expand the tolerance capacity in such superior varieties, it is necessary to understand the existing mechanisms, so that potential paths to further improvement become unveiled.

A phenotype is the product of dynamic interplay between various factors such as DNA, RNA, proteins, and metabolites together with the influence of the environment. Therefore genome- and transcriptome-based approaches demand studies from complementary fields such as proteomics and metabolomics to establish accurate genotype–phenotype relationships (Arbona et al., 2013). While gene and protein expression exhibit capacity and inclination of a plant in response to environmental conditions, metabolite content forms the link between expression and environment (Arbona et al., 2013).

In this study, we have compared two genotypes of *P. vulgaris* L. that contrast in their response to salt stress, namely Ispir (tolerant) and TR43477 (susceptible) (Dasgan and Koc, 2009). This comparative analysis facilitates an in-depth understanding of salt stress tolerance mechanisms by combining transcriptomics, metabolomics and ionomics data under salinity conditions. Our results indicated differentially regulated transcripts that can be further functionally characterized by mutagenesis-based approaches. Our data also revealed the enriched and depleted metabolic pathways and their disparity in these genotypes. We believe, this study will also provide insights into the genetic programs and the regulation of other abiotic stress responses, since they are known to share mechanisms (Zhu, 2016).

## Materials and Methods

### Plant Growth, Salt-Stress Application, and Sample Collection

Ispir (salt-tolerant) and TR43477 (salt-susceptible) varieties of common bean (*Phaseolus vulgaris* L.) were grown and salt-treated in hydroponic conditions to collect tissue samples. The seeds were sterilized in 5% hypochlorite solution. Germination was performed in vermiculite containing plug trays under a 16-h light/8-h dark photoperiod at 24°C/20°C cycle with 50–70% relative humidity. Trays were irrigated daily with 1X Hoagland nutrient solution (Hoagland and Arnon, 1950) until the plants got fully expanded foliage (Nine days for Ispir and eight days for TR43477 after sowing). Seedlings from each genotype were transferred to hydroponics system. Salt treatments were carried out in the same conditions as in our earlier transcriptome study Hiz et al. (2014). Gradual step acclimation method was employed to prevent osmotic shock (Sanchez et al., 2008). Five days post transfer, the plants were subjected to gradual NaCl treatment starting with 50 mM first day, increased to 100 mM on the second day, and set to 125 mM on the third day. In total, the plants were grown under 125 mM NaCl for three days before they were sacrificed for tissue sample collection.

### RNA-Sequencing and Transcriptome Analysis

Total RNA extractions from the leaf and root tissues of three plants as biological replicates for control and salt-treatment conditions separately, were performed with RNeasy Plant RNA extraction kit (QIAGEN, United States). Sample qualities were inspected with Agilent 2100 Bioanalyzer system by measuring the RNA integrity number (Schroeder et al., 2006). Poly(A +) enrichment and cDNA library construction were performed with Truseq Stranded mRNA kit (Illumina, United States). The obtained paired-end library was sequenced using NovaSeq 6000 system. Raw data quality control was performed with FastQC tool (Andrews and Babraham Bioinformatics, 2010) and Trimmomatic software (Bolger et al., 2014) was employed for raw-read trimming. Genome indexing and paired read alignment were performed with HISAT2 tool (Kim et al., 2015) using *Phaseolus vulgaris* genome v.2.1 (phytozome.org) as reference. Read counts, determined with Seqmonk v.1.44.0 tool^1^, were harnessed with EdgeR (McCarthy et al., 2012) for differential expression analysis. Differentially expressed genes (DEGs) were selected among all genes with a filter of |log_2_ fold change| > 1 and FDR < 0.01. DEGs from different genotypes were further subjected to intensity difference filter of Seqmonk v.1.44.0 tool, which compares the datasets and detects the differences with lowest variability, to discover the genes that displayed highly reliable and sharp changes in response to salt treatment.

#### Verification of Expressional Levels With qRT-PCR Analysis

Ten genes were selected for the qRT-PCR analysis: The procedure was carried out with 10 ng of cDNA from the roots of each variety per reaction. Three technical replicates were performed for each of the three-biological replicates. PikoReal 96 Real-time PCR system (Thermo Fisher Scientific, DE) was utilized for the experiment. *Actin-11* (GenBank: CV529679.1) and *insulin-degrading enzyme* (GenBank: FE702602.1) genes of common bean were used as the reference genes as they were reported to have stable expression under salt treatment in common bean (Borges et al., 2012). Relative expression levels were calculated by 2^ΔΔ^ Ct method (Livak and Schmittgen, 2001). The correlation between RNA-Seq and qRT-PCR results was assessed with Pearson correlation coefficient. Primers that were used in this study can be found in Table 1.

**TABLE 1:** qRT-PCR primers used for RNA-seq validation.

Sequence	Transcript ID	Amplicon size	Annealing T. (°C)
TCTTGCCTTGATCTTCGG	Phvul.001G195700	172	53
AGGTTTGAATAGAGGATGTG			
ACTCCAACAAACTCGAAACA	Phvul.002G027900	234	55
CACATACCACTCGGACCA			
TGATCCCATTGCAAATCC	Phvul.008G170800	151	53
TCCCCCCATAAAACCAAC			
CTCCACCTTTTCCACCAAC	Phvul.009G105300	157	56
CTTCCCACTACTCCTATTCC			
GCTATGGTTCCAGCTTTT	Phvul.006G159600	120	54
AGTTATTGGGGTTGGGTT			
CTCCTTTATCGCCTTCCT	Phvul.001G083000	230	54
ACTTCCGCATTACCAACA			
GCCTTCTCTTTTACCTTCT	Phvul.004G117100	102	53
ACACCACCATAATCCTCA			
GCTAGCTGTTCCATTTACGCAGAGT	Phvul.003G229500	100	60
AGCTGCCGTAGAGTTTGATTGCACC			
GCAGCTCCCAACCACTGACTAC	Phvul.001G181100	186	58
CCATCCAACCAAAGATCAACGCCCA			
AACCATGCCTTCACCAGCTTCAAAT	Phvul.005G051600	107	60
AGGTTGTGGGAGAAGAAGATGTGGA			
TGCATACGTTGGTGATGAGG	Phvul.008G011000 (Actin-11)	190	58
AGCCTTGGGGTTAAGAGGAG			

#### Gene Ontology (GO) and KEGG Pathway Enrichment Analyses

Gene ontology IDs for the transcripts were obtained from the Biomart (Smedley et al., 2015). GO enrichment analysis was performed with the GO-IDs of DEGs via AgriGO v2.0 tool (Tian et al., 2017). KEGG pathway enrichment analysis was performed with the transcript IDs via ShinyGo v.0.61 (Ge et al., 2020). In both enrichment analyses, the enriched terms were subjected to multi-test adjustment with Benjamini-Hochberg method (Benjamini and Hochberg, 1995) and terms with FDR < 0.05 were selected.

### Untargeted Metabolomics

#### Extraction of Metabolites

The metabolite extraction procedure for the leaf and root tissues of five biological replicates for control and salt-treatment conditions separately, was performed as described by Lisec et al. (2006). 100 mg of flash-frozen ground tissue samples were mixed with 60 μl of water containing ribitol as internal standard. The samples were mixed with 0.3 ml of methanol and 0.1 ml of chloroform and vortexed for 5 min followed by incubation at 70°C for 10 min. After centrifugation, supernatants were collected to be dried in a vacuum-dryer system. Following desiccation, each sample was incubated for 2 h at 37°C with 80 μl of methoxamine hydrochloride. Derivatization for gas-chromatography was performed with 1% trimethylchlorosilane (TMCS) in N-Methyl-N-(trimethylsilyl)-trifluoroacetamide (MSTFA) (100 μl) at 70°C for 1 h (Lisec et al., 2006).

### Gas Chromatography-Coupled Mass-Spectrometry

Untargeted metabolomics analysis was carried out with Gas Chromatography system (Agilent technologies 6890 N Network GC system, United States) and Mass Spectrometry system (Agilent technologies 5973 inert mass selective detector, United States) equipped with automatic injector (Agilent Technologies 7683 series, United States). For the ionization of the compounds, Electron Impact (EI) ionization source was used in positive ion mode at 70 electron-volts. Al the parameters for GC-MS system used in this study are given in Table 2.

**TABLE 2:** Conditions for GC-MS measurements.

Gas Chromatography		Mass Spectrometry	
Parameter	Type and Set Value	Parameter	Set Value
Column Name	HP-5MS	Solvent delay	2.5 min.
Split ratio	01:25	Low mass (amu)	70
Carrier gas	He	High mass (amu)	600
Actual length (m)	30	Aux. temperature (°C)	250
Internal diameter (mm)	250	Acquisition mode	Scan
Film thickness (mm)	0.25	Electron multiplier voltage (V)	2282
Inlet temperature (°C)	230	Ion Source temperature (°C)	180
Inject volume (ml)	1	Quadrupole temperature (°C)	230
Temperature programming	Start with 80°C and set 2 min, up to 300°C with 15°C/min ramp and then set 10 min. at 300°C. Total run time for each sample is ∼ 27 min.	Mass tuning compound	Perfluorotributylamine (PFTBA)

#### GC-MS Data Analysis

In-house MassHunter WorkStation with MSD ChemStation DA software (Agilent, United States) was utilized for GC-MS data processing such as transformation of the retention time, chromatogram alignment, peak extraction, normalization, and annotation. Wiley7n, Nist98, and W9N11 libraries were utilized for compound identification. Similarity ratio of 90% was taken into consideration for software-suggested annotations and final compound annotations were selected under manual curation. Data normalization was performed with the default options of the software. Principal component analysis for dimensionality reduction of the normalized data was implemented with XLSTAT software (Addinsoft Corporation, United States) (Addinsoft, 2019). Differentially accumulated/depleted metabolites (DADMs) were determined by statistical significance (*p* < 0.05) according to univariate analysis (two-sample *t*-test).

### Extraction of Heavy Metals and Ionomics

Flash-frozen ground leaf and root tissue samples of five biological replicates for control and saline conditions were dried in oven at 80°C and 100 mg was mixed with 10 ml HNO_3_ and 5 ml H_2_O_2_ in 50 ml Falcon tubes. The digestion was implemented by heating the samples 10 min at 100°C, then 15 min at 150°C, and finally 15 min at 180°C. The solutions were completed to 25 ml with dH_2_O. Concentrations of six ions (B, Mn, Fe, Cu, Zn, Mo) were measured by inductively coupled plasma mass spectrometry (Agilent 7700 Series ICP-MS, Agilent, United States) and concentrations of other four ions (Na, K, Mg, Ca) were measured by inductively coupled atomic emission spectrometry (Agilent 700 Series ICP-OES, Agilent, United States). Differentially accumulated/depleted ions were determined by statistical significance (*p* < 0.05) according to two-sample t-test. Statistical significance of distinction between the responses of the genotypes was measured by two-way ANOVA with replication (*p* < 0.05) with Excel Analysis ToolPak add-inn (Microsoft, 2019).

### Omics Data Merge and Pathway Analysis

Transcriptomics, metabolomics, and ionomics data for differentially expressed genes, regulated metabolites, and ions in Ispir and TR43477 varieties were integrated via KEGG Mapper (Kanehisa and Goto, 2000). KEGG pathways were used for a pathway-based integration to generate a representative map of carbon and amino acid biosynthesis metabolisms.

#### Chlorophyll Content Measurement

Chlorophyll contents of the leaves of five biological replicates were determined as described by Warren, 2008. Specific absorbance values of methanol extracted pigments were used in equations (Ritchie, 2006) to estimate chlorophyll a, chlorophyll b, and carotenoid contents of the leaves.

## Results

### Transcriptome Analysis Signifies the Whole-Plant and Tissue-Specific Differences Upon Salt-Stress Treatment

#### Overview of RNA-Sequencing Results

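RNA from the leaves and roots of 3 control and 3 salt-treated plants of each of the 2 genotypes gave 24 libraries in 8 groups, with NaCl at 125 mM at the end of the treatment. The authors aligned the reads with HISAT2 to the P. vulgaris genome v2.1, counted them per gene with SeqMonk and compared salt with control in edgeR. The deposited table for each genotype and tissue holds the counts of 27213 genes without normalization, beside the authors' p-value, FDR and log2 fold change. Total counts per library lay between 12163655 and 26416766, and came to 83.2 to 87.5% of the read pairs in Table 3. The median total was 21246560 in control and 12338816 in salt-treated Ispir leaves, and 13378593 and 15240628 in TR43477 leaves. In roots it was 13323859 and 13534602 for Ispir, and 14437118 and 22916494 for TR43477. A gene with at most 3 counts in a library, which is 0.107 to 0.263 CPM at these depths, was taken as at the detection limit. A fold against a group of such libraries is given as a lower bound, and these limits cover counting error only. For each genotype and tissue, the counts of the 6 libraries were normalized by edgeR's TMM method, with factors of 0.872 to 1.09 over the 4 fits. They were tested with edgeR's quasi-likelihood test, two-sided, with Benjamini-Hochberg adjustment over all genes with at least 1 count. The paper's thresholds were applied, an absolute log2 fold change above 1 and an adjusted p under 0.01. The biological coefficient of variation was 0.34 in Ispir leaves (IL), 0.44 in TR43477 leaves (TL), 0.23 in Ispir roots (IR) and 0.26 in TR43477 roots (TR). The difference between the genotypes' salt responses was tested as the interaction of genotype and treatment over the 12 libraries of a tissue, and is given as the response of Ispir minus that of TR43477 on the log2 scale. Positions of genes are coordinates of v2.1, and levels are means of TMM-normalized CPM over the 3 libraries of a group ± SD. Each standard error was derived as the absolute log2 fold change over the square root of the test's F statistic. It is thus not an error estimated by the model.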

After adapter removal, reads had presented an average Q30 of 95.14%, with the lowest being 94.34%. On average, the mapping has produced the 89.05% concordant alignment and the 96.28% overall alignment to the reference (Table 3). The greatest number of DEGs was observed in Ispir leaves (IL) with 3072 genes, while roots of the TR43477 (TR) displayed the lowest number of DEGs, with 910 genes (Figures 1A,B). On the other hand, roots of Ispir (IR) and leaves of TR43477 (TL) displayed similar numbers of 2700 and 2750 DEGs, respectively.

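In IL, 1073 of 22315 genes with at least 1 count passed both thresholds (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 7640 had an unadjusted p under 0.05. In TR, 108 of 23696 genes passed, and 4042 had an unadjusted p under 0.05. The values of the 3 salt and the 3 control libraries did not overlap for 40.6% of the genes tested in IL and 22.9% in TR, where chance gives 10%. Among the alternatives other than the replicate block and the fits without 1 library, glmTreat moved the number in IL most in proportion, to 228, and the likelihood ratio test that in TR, to 943. The likelihood ratio test gave 3296 genes in IL, and glmTreat 18 in TR. When 1 library was left out, the number in IL lay between 91 (without Ispir leaf salt replicate 2) and 1412 (without Ispir leaf control replicate 3), and 82 of the genes passed in all 6 fits. In TR it lay between 4 (without TR43477 root salt replicate 2) and 510 (without TR43477 root control replicate 3), and 3 genes passed in all 6 fits, of which Phvul.001G191600 is on the step from sucrose to fructose and glucose in Additional File 3 and the others are not paired with names. Genes named next were chosen by the size of their change among those past the thresholds with a mean of at least 50 counts and no overlap between the groups, and the files do not pair them with names. In IL, Phvul.009G060200 (chromosome 9 from 11010610 to 11017202) had at most 3 counts in every control library and 7.81 ± 5.02 CPM (SD, n = 3) in the salt libraries, at least 37.7-fold higher (adjusted p = 0.0082 from the same test). Phvul.004G068300 (chromosome 4 from 10455495 to 10458296) rose from 0.0944 ± 0.164 to 74.5 ± 34.8 CPM, a log2 fold change of 9.40 (standard error 0.81, adjusted p = 0.0013 from the same test). Its control libraries held 0, 0 and 6 counts, and its log2 fold change lay between 8.78 and 13.20 when 1 library was left out. Among the falls in IL, Phvul.004G125200 (chromosome 4 from 42104428 to 42107931) had at most 3 counts in every salt library and 7.12 ± 5.37 CPM in the control libraries, at least 27.6-fold lower and at least 15.6-fold without Ispir leaf control replicate 1 (adjusted p = 0.0085 from the same test). Phvul.002G152400 (chromosome 2 from 30606937 to 30610213) had at most 3 counts in every salt library and 6.19 ± 2.73 CPM in the control libraries, at least 24.0-fold lower (adjusted p = 0.0038 from the same test). In TR, Phvul.006G197400 (chromosome 6 from 29506414 to 29506908) had at most 3 counts in every control library and 35.7 ± 4.08 CPM in the salt libraries, at least 156-fold higher (adjusted p = 0.0014 from the same test). Phvul.008G164100 (chromosome 8 from 44659495 to 44663795) had at most 3 counts in every salt library and 26.8 ± 15.8 CPM in the control libraries, at least 138-fold lower (adjusted p = 0.0041 from the same test). That bound was 93.1-fold without TR43477 root control replicate 1 and 211-fold without TR43477 root salt replicate 1. Phvul.009G060200, Phvul.004G125200 and Phvul.002G152400 had adjusted p-values of 0.042, 0.035 and 0.019 in IL without Ispir leaf salt replicate 2, from the same test. Phvul.006G197400 had an adjusted p of 0.016 in TR without TR43477 root salt replicate 2, from the same test. Phvul.008G164100 had an adjusted p of 0.041 in TR without TR43477 root salt replicate 3, from the same test.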

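In IR, 952 of 23461 genes passed both thresholds, and 1153 of 22672 passed in TL (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Unadjusted p-values were under 0.05 for 6497 genes in IR and 7917 in TL. The groups did not overlap for 34.5% and 42.3% of the genes tested, against 10% by chance. With 1 library left out, the count in IR lay between 137 (without Ispir root control replicate 1) and 1107 (without Ispir root salt replicate 2), and 111 genes passed in all 6 fits. That in TL lay between 25 (without TR43477 leaf salt replicate 1) and 2085 (without TR43477 leaf control replicate 3), and 22 genes passed in all 6. By the same choice of abundant genes without overlap, the changes in IR included that of Phvul.006G192900 (chromosome 6 from 29235392 to 29236968), which had at most 3 counts in every control library and 15.4 ± 6.26 CPM (SD, n = 3) in the salt libraries, at least 66.8-fold higher (adjusted p = 7.1e-04 from the same test). Phvul.009G120300 (chromosome 9 from 18379966 to 18381079) fell from 31.1 ± 14.9 to 0.285 ± 0.189 CPM, a log2 fold change of -6.77 (standard error 0.52, adjusted p = 7.7e-04 from the same test). In TL, Phvul.006G116000 (chromosome 6 from 22427984 to 22429330) had at most 3 counts in every control library and 39.4 ± 18.1 CPM in the salt libraries, at least 149.9-fold higher (adjusted p = 0.0042 from the same test). The largest fitted fall of this choice in TL was that of Phvul.011G005300 (chromosome 11 from 384259 to 385544), which Additional File 3 annotates as a plant invertase/pectin methylesterase inhibitor, and which had at most 3 counts in every salt library and 227 ± 45.2 CPM in the control libraries, at least 1037-fold lower (adjusted p = 5.7e-04 from the same test). The files do not pair the other genes named here with names. Phvul.006G116000 had an adjusted p of 0.029 in TL without TR43477 leaf salt replicate 2, from the same test.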

**TABLE 3:** Statistics for raw read alignment to refence genome with HISAT2 tool.

			Paired read count	Concordant alignment (%)	Overall alignment (%)
ISPIR	LEAF	Control_1	15492583	92.1	97.99
		Control_2	24501307	89.49	97.34
		Control_3	24519671	92.88	97.92
		Treatment_1	14073496	91.15	97.25
		Treatment_2	22721821	90.4	97.52
		Treatment_3	14335336	92.2	97.85
	ROOT	Control_1	15713485	87.87	96.25
		Control_2	15019777	89.31	95.87
		Control_3	16496524	89.15	96.94
		Treatment_1	14253723	85.57	96.5
		Treatment_2	16537801	90.26	96.95
		Treatment_3	15648266	90.55	97.33
TR43477	LEAF	Control_1	15753609	88.56	95.54
		Control_2	15196921	90.44	96.38
		Control_3	17281002	88.51	96.04
		Treatment_1	14931185	88.20	95.71
		Treatment_2	18796243	88.77	95.67
		Treatment_3	17793700	88.73	95.66
	ROOT	Control_1	15559453	87.59	95.64
		Control_2	20006512	87.48	95.5
		Control_3	17229757	86.48	93.65
		Treatment_1	17897796	87.2	95.25
		Treatment_2	31045673	86.69	94.3
		Treatment_3	26924512	87.62	95.72

**FIGURE 1:**
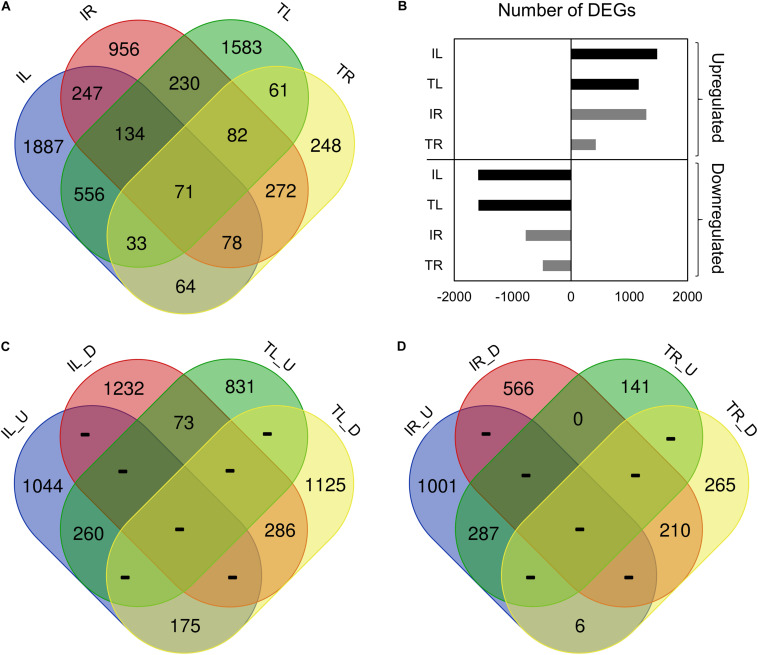
Venn diagram representation of the tissue- and genotype-specific DEGs distribution. IL_U: Ispir Leaf Upregulated; IL_D: Ispir Leaf Downregulated; TL_U: TR43477 Leaf Upregulated; TL_D: TR43477 Leaf Downregulated; IR_U: Ispir Root Upregularted; IR_D: Ispir Root Downregulated; TR_U: TR43477 Root Upregulated; TR_D: TR43477 Root Downregulated.

Comparison of the DEG lists has shown that 71 genes were differentially expressed in all tissues and both varieties upon salt treatment (Figure 1A). 

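In all 4 comparisons, 6 genes passed both thresholds (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 5 rising and 1 falling in each of the 4. Phvul.003G237400 (chromosome 3 from 47112080 to 47113085) rose by log2 fold changes of 4.57 in IL, 5.95 in TL, 2.85 in IR and 2.22 in TR, with adjusted p-values from 7.8e-04 to 0.0018 from the same test. Phvul.003G228700 (chromosome 3 from 46010906 to 46017011) fell with log2 fold changes of -1.23, -1.43, -1.78 and -2.63 in the same order, with adjusted p-values from 0.0012 to 0.0082 from the same test. Both were chosen after their values were seen, and the files do not pair them with names. The number common to all 4 went from 0 (without Ispir leaf salt replicate 2) to 17 (without TR43477 root control replicate 3) over the 24 fits that each left out 1 library, and was 73 with the likelihood ratio test.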

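Genes that passed both thresholds in IL or IR and in neither TL nor TR numbered 1599, and 82 of them passed in both Ispir tissues (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Their total ranged from 828 (without Ispir leaf salt replicate 2) to 1920 (without Ispir leaf control replicate 3) when 1 library was left out. The number in both tissues ranged from 15 (without Ispir root control replicate 1) to 111 (without TR43477 leaf salt replicate 1). Of the 910 genes that passed in IL and not in TL, 222 passed both thresholds for the interaction of genotype and salt in leaf, and 66.2% of the 904 tested in TL went the same way there. Of the 888 that passed in IR and not in TR, 0 passed for the interaction in root and 522 had an unadjusted interaction p under 0.05. In TR, 89.1% of the 883 tested went the same way.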

3090 DEGs were specific to Ispir with 247 DEGs expressed in both above-ground and under-ground tissues. On the other hand, TR43477 displayed 1892 specific DEGs, only 61 of which were shared between tissues (Figure 1A). 

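For TR43477, 949 genes passed in TL or TR and in neither Ispir tissue, 5 of them in both tissues (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). When 1 library was left out their number went from 56 (without TR43477 leaf salt replicate 1) to 1712 (without TR43477 leaf control replicate 3), and the number in both tissues from 0 (without TR43477 leaf salt replicate 1) to 26 (without TR43477 root control replicate 3). Among the 5, named after their values were seen, Additional File 3 annotates Phvul.002G196400 (chromosome 2 from 36094319 to 36095316) as Lhcb1 and Phvul.011G155700 (chromosome 11 from 44472279 to 44474471) as Lhcb3, which fell in TL with log2 fold changes of -3.47 (adjusted p = 0.0034) and -3.40 (adjusted p = 0.0087) and in TR with -4.50 (adjusted p = 0.0067) and -5.80 (adjusted p = 0.0037), all from the same test. The files do not pair the others with names. Phvul.002G196400 and Phvul.011G155700 had adjusted p-values of 0.039 and 0.061 in TL without TR43477 leaf salt replicate 1, from the same test. Phvul.002G196400 had an adjusted p of 0.047 in TR without TR43477 root salt replicate 2, from the same test. Phvul.011G155700 had an adjusted p of 0.034 in TR without TR43477 root salt replicate 3, from the same test. Among 990 genes that passed in TL and not in IL, 463 passed for the leaf interaction, and 57.3% of 985 went the same way in IL. Among the 44 that passed in TR and not in IR, 0 passed for the root interaction, 25 had an unadjusted interaction p under 0.05, and 95.5% went the same way in IR.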

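By direction, 594 genes passed both thresholds higher and 479 lower after salt treatment in IL, and 595 higher and 558 lower in TL (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In IR, 604 were higher and 348 lower, and in TR 45 were higher and 63 lower. With 1 library left out, the numbers of higher genes went over 72 to 772 in IL, 22 to 1026 in TL, 98 to 729 in IR and 2 to 239 in TR. For lower genes the ranges were 19 to 640, 3 to 1059, 39 to 378 and 2 to 271 in the same order. The lowest totals came without Ispir leaf salt replicate 2 in IL, TR43477 leaf salt replicate 1 in TL, Ispir root control replicate 1 in IR and TR43477 root salt replicate 2 in TR, and the highest without TR43477 leaf control replicate 3 in TL and TR43477 root control replicate 3 in TR. The median log2 fold change of all genes tested was -0.087 in IL, -0.087 in TL, 0.0091 in IR and 2.0e-04 in TR.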

Regarding the number of upregulated and downregulated DEGs, IL displayed the highest number in both categories among all samples, while the lowest numbers in both categories were associated with TR (Figure 1B). 

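Of 21681 genes tested in both leaf comparisons, 89 passed both thresholds higher in IL and TL, where 16.1 were expected from the sizes of the lists (Fisher's exact test, adjusted p = 8.8e-40 over 16 tests). Lower in both were 62, where 12.2 were expected (Fisher's exact test, adjusted p = 1.1e-25). Opposite directions were seen for 12 genes. Of these, 11 were higher in IL and lower in TL, where 15.2 were expected (Fisher's exact test, adjusted p = 0.53), and 1 went the other way, where 12.9 were expected (Fisher's exact test, adjusted p = 9.0e-05). The latter was Phvul.011G090100 (chromosome 11 from 8773415 to 8775648), named after its values were seen and not paired with a name, with log2 fold changes of -2.95 (adjusted p = 0.0068) in IL and 1.36 (adjusted p = 0.0092) in TL from edgeR's quasi-likelihood test. The log2 fold changes of the genotypes correlated across genes, which are not independent replicates, with Pearson's r of 0.094. Genes higher in both went from 6 (without TR43477 leaf salt replicate 1) to 130 (without TR43477 leaf control replicate 3) when 1 library was left out, and those lower in both from 1 (without TR43477 leaf salt replicate 1) to 112 (without TR43477 leaf control replicate 3). The number with opposite directions went from 0 (without Ispir leaf salt replicate 2) to 34 (without TR43477 leaf control replicate 3), those higher in IL from 0 (without Ispir leaf salt replicate 2) to 29 (without TR43477 leaf control replicate 3) and those higher in TL from 0 (without Ispir leaf control replicate 1) to 6 (without Ispir leaf control replicate 3). Phvul.011G090100 had an adjusted p of 0.041 in IL without Ispir leaf salt replicate 2, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Phvul.011G090100 had an adjusted p of 0.056 in TL without TR43477 leaf salt replicate 1, from edgeR's quasi-likelihood test.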

Examination of upregulated and downregulated DEGs according to the tissue type demonstrated that leaves of the two genotypes shared 260 upregulated and 286 downregulated DEGs, whereas 248 genes displayed contrasting patterns (Figure 1C). The root tissues exhibited similar numbers of shared upregulated and downregulated DEGs, with 287 and 210 DEGs, respectively, but only six DEGs displayed contrasting pattern in roots (Figure 1D).

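Between the roots, 33 of 22947 genes tested in both passed both thresholds higher in IR and TR, where 1.18 were expected (Fisher's exact test, adjusted p = 9.6e-42). Lower in both were 31, where 0.947 were expected (Fisher's exact test, adjusted p = 2.5e-39). The number with opposite directions was 0, where 1.65 were expected higher in IR and lower in TR and 0.677 the other way. At an unadjusted p under 0.05 in both roots, 90 had opposite directions. Across these genes the root responses correlated with Pearson's r of 0.45. With 1 library left out, the genes higher in both numbered from 2 (without TR43477 root salt replicate 2) to 136 (without TR43477 root control replicate 3), and those lower in both from 2 (without TR43477 root salt replicate 2) to 87 (without TR43477 root control replicate 3). With opposite directions there was 1 without TR43477 root control replicate 3.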

To check the reliability of RNA-Seq data, expression analysis of 10 genes was performed with qRT-PCR for the roots of both varieties. 

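The RNA-seq counts of the 10 genes with primers in Table 1 were taken from the same roots, and the qRT-PCR values were not analysed here. Of the 10, 5 rose and 0 fell past both thresholds in IR, and 1 rose and 0 fell in TR (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Adjusted over the list alone, 6 rose and 1 fell in IR, and 5 and 1 in TR. An unadjusted p was under 0.05 for 9 in IR and 7 in TR. The number that rose in IR was 1 without Ispir root control replicate 1, and that in TR went from 0 (without TR43477 root control replicate 1) to 2 (without TR43477 root control replicate 3). In TR, 5 rose and 1 fell with the exact test, and in IR 2 rose with glmTreat. Phvul.005G051600 (chromosome 5 from 6596754 to 6599121) rose from 1.73 ± 0.369 to 32.8 ± 17.3 CPM (SD, n = 3), a log2 fold change of 4.24 (standard error 0.41, adjusted p = 0.0013 from the same test) in IR. In TR, Phvul.005G051600 rose from 4.00 ± 0.974 to 25.4 ± 5.12 CPM, a log2 fold change of 2.66 (standard error 0.24, adjusted p = 0.0056 from the same test). Phvul.001G083000 (chromosome 1 from 12575232 to 12577364) rose from 6.82 ± 2.39 to 68.8 ± 19.9 CPM, a log2 fold change of 3.33 (standard error 0.30, adjusted p = 0.0011 from the same test) in IR. Its log2 fold change in TR was 3.42 (standard error 0.42, adjusted p = 0.012 from the same test). The other genes that passed in IR were Phvul.009G105300 (chromosome 9 from 16335114 to 16338530), Phvul.008G170800 (chromosome 8 from 47831781 to 47839288) and Phvul.004G117100 (chromosome 4 from 40175588 to 40180502). The first of them had a log2 fold change of 2.78 (standard error 0.32, adjusted p = 0.0022 from the same test), and the second of 3.31 (standard error 0.53, adjusted p = 0.0077 from the same test). Phvul.004G117100 had at most 3 counts in every control library and 2.20 ± 1.13 CPM in the salt libraries, at least 9.53-fold higher (adjusted p = 0.0082 from the same test) in IR. Phvul.005G051600, Phvul.009G105300 and Phvul.008G170800 had adjusted p-values of 0.011, 0.015 and 0.044 in IR without Ispir root control replicate 1, from the same test. Phvul.005G051600 had an adjusted p of 0.031 in TR without TR43477 root salt replicate 2, from the same test. Phvul.001G083000 had an adjusted p of 0.0015 in TR without TR43477 root control replicate 3, from the same test. Phvul.004G117100 had an adjusted p of 0.027 in IR without Ispir root salt replicate 1, from the same test.
Of the genes past the thresholds in neither root, Phvul.002G027900 (chromosome 2 from 2894045 to 2896984) had at most 3 counts in every control library and 4.91 ± 5.43 CPM in the salt libraries, at least 21.3-fold higher and at least 7.81-fold without Ispir root salt replicate 2 (adjusted p = 0.030 from the same test) in IR. In TR, Phvul.002G027900 had at most 3 counts in every control library and 0.907 ± 0.249 CPM in the salt libraries, at least 3.97-fold higher (adjusted p = 0.040 from the same test). Phvul.006G159600 (chromosome 6 from 26364222 to 26367945) fell from 25.6 ± 20.1 to 2.02 ± 0.594 CPM, a log2 fold change of -3.68 (standard error 0.60, adjusted p = 0.031 from the same test) in TR, and its log2 fold change in IR was -1.80. The log2 fold changes of Phvul.003G229500 (chromosome 3 from 46114127 to 46116833), Phvul.001G195700 (chromosome 1 from 45481330 to 45483564) and Phvul.001G181100 (chromosome 1 from 43882929 to 43884227) were -0.92, 0.50 and 0.70 in IR, and -0.13, 0.083 and -0.68 in TR. Phvul.008G011000 (chromosome 8 from 952993 to 956614), a reference gene of the qRT-PCR, had a log2 fold change of 0.0028 (standard error 0.22, adjusted p = 1 from the same test) in IR and of -0.29 in TR. Phvul.006G159600 had an adjusted p of 0.0040 in TR without TR43477 root control replicate 3, from the same test. Phvul.003G229500 had a log2 fold change of 0.081 (adjusted p = 0.87) in TR without TR43477 root control replicate 3, from the same test. Phvul.001G195700 had a log2 fold change of -0.26 (adjusted p = 0.91) in TR without TR43477 root salt replicate 2, from the same test. Phvul.008G011000 had a log2 fold change of -0.24 (adjusted p = 0.43) in IR without Ispir root salt replicate 1, from the same test.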

The results indicated high correlation levels with Pearson r values of 0.87 and 0.84 for the resistant (Supplementary Figure 1A) and the susceptible genotype, respectively (Supplementary Figure 1B).

#### GO and KEGG Pathway Enrichment Analysis of DEGs in Response to Salt-Stress

Comparative GO and KEGG pathway enrichment analyses of DEGs (Figures 2, 3, **Additional Files 1, 2**) demonstrated distinct responses of these two genotypes against salinity stress. 

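The difference between the genotypes' responses was tested directly. In leaf, 1199 of 23306 genes passed both thresholds for the interaction, 723 with a more positive response in Ispir and 476 with a more positive response in TR43477 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With 1 library left out, the count lay between 291 (without TR43477 leaf salt replicate 2) and 1546 (without TR43477 leaf control replicate 2), and 248 genes passed in all 12 fits. In root, 0 of 24210 genes passed, the smallest adjusted p being 0.011 from the same test, while 2975 had an unadjusted p under 0.05 where 1210 were expected. The root count was 253 with DESeq2, 251 with the likelihood ratio test and 62 at an adjusted p threshold of 0.05, and 34 without TR43477 root control replicate 2. The genes named next, chosen by the smallest adjusted p for the interaction, are not paired with names in the files. In leaf, Phvul.002G319900 (chromosome 2 from 48574800 to 48577856) went from 32.5 ± 3.66 to 58.6 ± 7.63 CPM (SD, n = 3) with salt in Ispir and from 106 ± 3.04 to 13.5 ± 2.23 CPM in TR43477. For Phvul.002G319900 the difference in response was 3.83 (standard error 0.24, adjusted p = 1.3e-04 from the same test), with an adjusted p of at most 0.0015 when 1 library was left out. In root, Phvul.006G048000 (chromosome 6 from 15249931 to 15255314) went from 36.7 ± 6.27 to 86.4 ± 5.56 CPM with salt in Ispir and from 82.3 ± 11.0 to 39.4 ± 6.00 CPM in TR43477. For Phvul.006G048000 the difference in response was 2.30 (standard error 0.23, adjusted p = 0.011 from the same test), with an adjusted p of at most 0.047 when 1 library was left out. From the GO and KEGG pathway enrichment analyses of the gene lists, the paper concludes that the responses of the 2 genotypes to salinity were distinct.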

Photosynthesis-related terms were enriched in IL but depleted in TL according to both databases. KEGG results also indicated a similar trend for porphyrin and chlorophyll metabolism. This result was in concert with the leaf chlorophyll contents for IL and TL (Figure 4A): While IL *chl* b content has displayed a significant increase, TL *chl* b content decreased and the difference between the change was highly significant. Genes of photosystem II and photosynthetic e^–^ transport modules have demonstrated a strong contrast in salinity responsive regulation for those genotypes (Figure 4B; **Additional File 3**). Furthermore, *ATP synthase delta* subunit (Phvul.003G211100) was upregulated in IL but it was downregulated together with *ATP synthase gamma* subunit (Phvul.006G149700) in TL which implicated a disrupted proton conduction for the susceptible genotype together with decreased chlorophyll content (Figure 4A; **Additional File 3**).

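Additional File 3 lists 56 photosynthesis genes, a list that the study chose on these samples, so that counts adjusted over this or another list of that file alone are not independent evidence. In IL, 6 (1 without Ispir leaf control replicate 2) rose past both thresholds (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 8 did so adjusted over the list alone. Of the 56 log2 fold changes, 51 were positive, with a median of 0.64 (0.32 without Ispir leaf control replicate 1 and 1.42 without Ispir leaf control replicate 3). In TL, 36 fell past both thresholds (0 without TR43477 leaf salt replicate 1), and 50 did so adjusted over the list alone. There 56 of the log2 fold changes were negative and the median was -2.62. The direction of both medians was kept with upper-quartile normalization. The set test camera, with its preset correlation of 0.01, gave an adjusted p of 7.4e-09 in IL, 6.4e-35 in TL and 3.2e-43 for the interaction. With fry, the calls in TL (adjusted p = 0.0040) and for the interaction (adjusted p = 8.9e-04) held and that in IL did not (adjusted p = 0.10). With an estimated correlation none of the 3 held (camera, adjusted p from 0.073 to 0.35). Over the 56 genes, the interaction passed both thresholds for 30 (6 without TR43477 leaf salt replicate 2 and 49 without Ispir leaf control replicate 3), with a median difference of 3.40. The mean log2(CPM + 1) of the 56 genes was 6.63, 7.40 and 8.43 in the control and 8.11, 8.64 and 9.14 in the salt libraries of IL (exact permutation test, two-sided, p = 0.2). That test does not pair libraries by replicate number, and each of these salt libraries lay above the control library of its number. In TL the mean was 8.17, 8.64 and 9.40 in the control and 6.14, 6.01 and 5.98 in the salt libraries (exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow).
Of the 14 genes of photosystem II, 3 (1 without Ispir leaf control replicate 2) rose in IL and 6 (0 without TR43477 leaf salt replicate 1) fell in TL past both thresholds. The leaf interaction passed for 8 (2 without TR43477 leaf salt replicate 2) of the 14, with an unadjusted p under 0.05 for 14. Of the 7 genes of photosynthetic electron transport, 2 (0 without Ispir leaf control replicate 2) rose in IL and 2 (0 without TR43477 leaf control replicate 1 and 6 without TR43477 leaf control replicate 3) fell in TL. For the interaction in leaf, 4 (2 without Ispir leaf control replicate 2) of the 7 passed and 7 had an unadjusted p under 0.05. The genes that rose in IL, named after their values were seen, were annotated as Psb28 (Phvul.001G165200 and Phvul.007G153500) and PsbY (Phvul.001G257100) for photosystem II and as PetF (Phvul.006G216600 and Phvul.006G216800) for electron transport, where Phvul.003G263200 (FNR) and Phvul.009G020300 (PetE) fell in TL. In photosystem II the lowest log2 fold changes were those of Phvul.010G052300, 0.081 in IL and -3.99 in TL, and the highest in TL was -0.61 for Phvul.001G257100. In electron transport they went from 0.092 (Phvul.003G263200) to 3.79 (Phvul.006G216800) in IL and from -4.05 (Phvul.006G216700) to -1.09 (Phvul.002G045400) in TL. Of the 56 genes, the highest log2 fold change in IL was that of Phvul.001G165200 (chromosome 1 from 41938738 to 41939704), annotated there as Psb28, which rose from 0.492 ± 0.0638 to 48.6 ± 23.6 CPM (SD, n = 3), a log2 fold change of 6.62 (standard error 0.46, adjusted p = 7.9e-04 from the same test). For Phvul.001G165200 the difference in response was 7.75 (standard error 0.55, adjusted p = 2.2e-04 from the same test). The lowest in IL was that of Phvul.004G071500 (chromosome 4 from 11281561 to 11283781), annotated as Lhca1, at -0.55 (standard error 0.57, adjusted p = 0.53 from the same test). In TL, Phvul.002G154500 (chromosome 2 from 30882375 to 30883587), annotated as Lhcb1, had at most 3 counts in every salt library and 8.30 ± 9.79 CPM in the control libraries, at least 37.9-fold lower and at least 12.2-fold without TR43477 leaf control replicate 3 (adjusted p = 0.034 from the same test). The highest in TL was that of Phvul.009G225500 (chromosome 9 from 34007140 to 34008533), annotated as Lhca2, at -0.22 (standard error 0.25, adjusted p = 0.56 from the same test). Phvul.004G071500 had a log2 fold change of 0.13 (adjusted p = 0.87) in IL without Ispir leaf control replicate 3, from the same test. Phvul.009G225500 had a log2 fold change of 0.065 (adjusted p = 0.80) in TL without TR43477 leaf control replicate 3, from the same test. Phvul.010G052300 had a log2 fold change of -0.26 (adjusted p = 0.68) in IL without Ispir leaf control replicate 1, from the same test. Phvul.010G052300 had an adjusted p of 0.025 in TL without TR43477 leaf salt replicate 1, from the same test. Phvul.003G263200 had a log2 fold change of -0.14 (adjusted p = 0.84) in IL without Ispir leaf salt replicate 3, from the same test. Phvul.006G216800 had an adjusted p of 0.041 in IL without Ispir leaf salt replicate 2, from the same test. Phvul.006G216700 had an adjusted p of 0.0072 in TL without TR43477 leaf control replicate 3, from the same test.

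**Figure D1:**
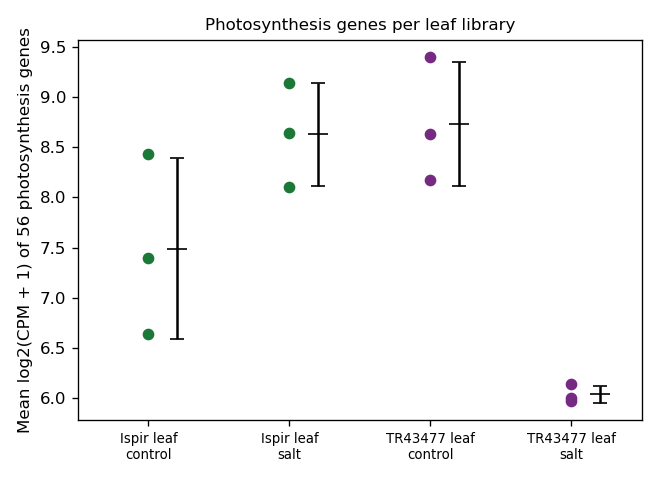
Mean log2(CPM + 1) of the 56 photosynthesis genes (y axis) in each leaf library, by genotype and treatment (x axis). Points are libraries and bars give the mean and SD of 3, and the salt libraries of TR43477 sit between 5.98 and 6.14, below its control libraries.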

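The gene for the delta subunit of ATP synthase, Phvul.003G211100 (chromosome 3 from 43725836 to 43727167), rose from 261 ± 71.5 to 636 ± 195 CPM (SD, n = 3), a log2 fold change of 1.28 (standard error 0.32, adjusted p = 0.033 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) in IL. In TL, Phvul.003G211100 fell from 537 ± 241 to 145 ± 13.5 CPM, a log2 fold change of -1.89 (standard error 0.34, adjusted p = 0.015 from the same test), so that it passed the adjusted p threshold in neither genotype alone. For Phvul.003G211100 the difference in response was 3.17 (standard error 0.48, adjusted p = 0.0027 from the same test). Phvul.003G211100 passed both thresholds in IL with DESeq2, the exact test, the likelihood ratio test and an adjusted p threshold of 0.05. In TL it passed both thresholds with DESeq2, the exact test, the likelihood ratio test, an adjusted p threshold of 0.05 and all 12 libraries of the tissue in 1 fit. The gene for the gamma subunit, Phvul.006G149700 (chromosome 6 from 25522020 to 25524442), fell from 1165 ± 124 to 327 ± 16.7 CPM, a log2 fold change of -1.83 (standard error 0.21, adjusted p = 0.0040 from the same test) in TL. In IL, Phvul.006G149700 rose from 606 ± 163 to 1055 ± 385 CPM, a log2 fold change of 0.80 (standard error 0.34, adjusted p = 0.15 from the same test). For Phvul.006G149700 the difference in response was 2.64 (standard error 0.42, adjusted p = 0.0033 from the same test). Phvul.006G149700 was not past both thresholds in TL with glmTreat. Phvul.003G211100 had an adjusted p of 0.0024 in TL without TR43477 leaf control replicate 3, from the same test. For Phvul.003G211100 and Phvul.006G149700 the interaction had adjusted p-values of 0.012 and 0.013 without TR43477 leaf salt replicate 2, from the same test. Phvul.006G149700 had an adjusted p of 0.041 in TL without TR43477 leaf salt replicate 1, from the same test.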

**FIGURE 2:**
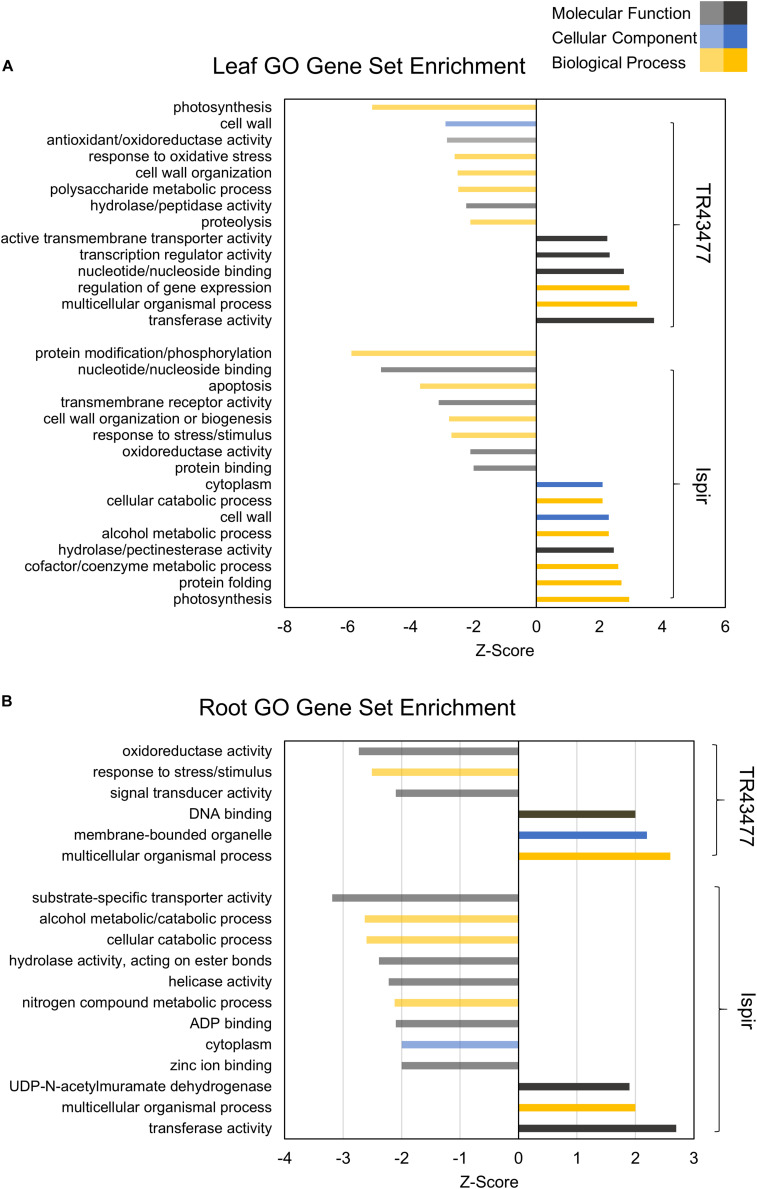
Parametric GO gene set enrichment of leaf **(A)** and root **(B)** DEGs. The Z-Score was derived from the number of DEGs and their log_2_FC. Performed for at least five genes in a gene set (adjusted *p*-value < 0.05).

**FIGURE 3:**
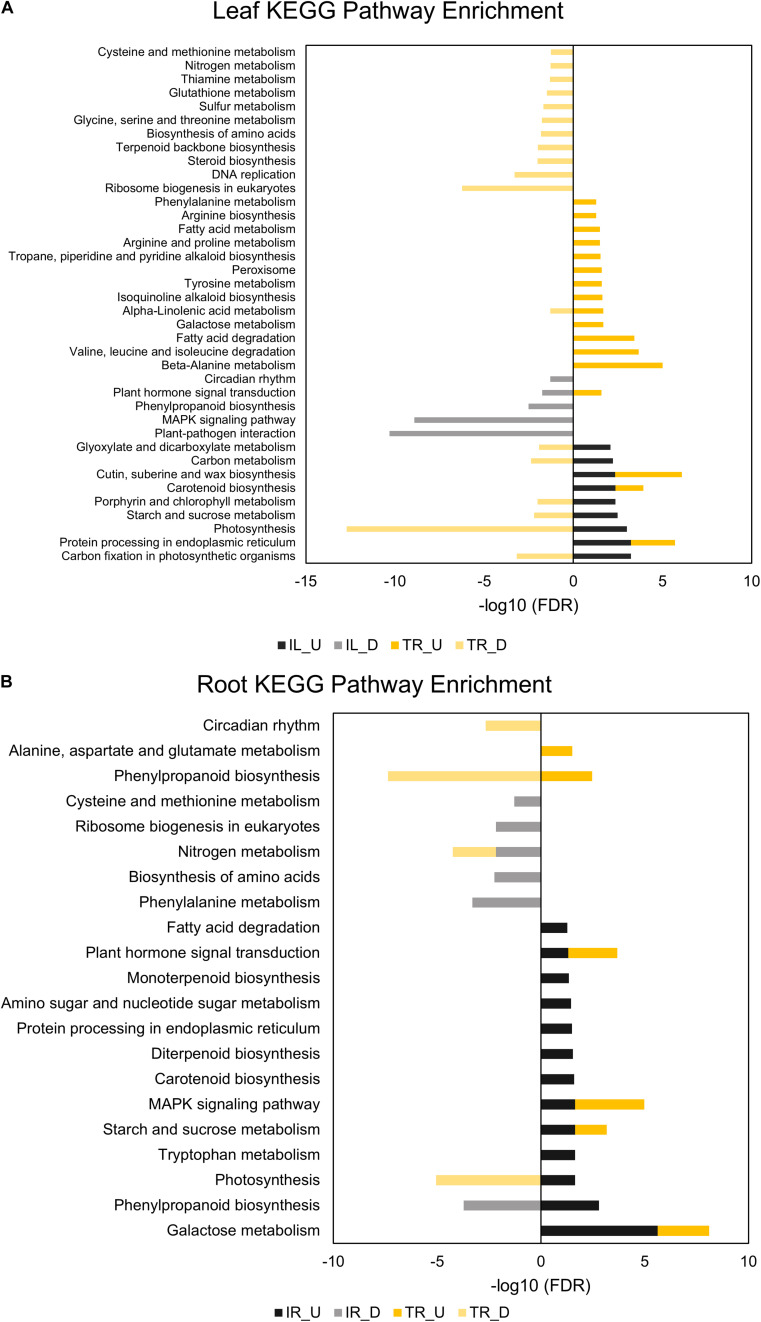
KEGG pathway enrichment analyses of leaf **(A)** and root **(B)** DEGs. “U” depicts upregulated and “D” depicts downregulated DEGs in the legends of KEGG graphs. Performed for at least five genes in a pathway (adjusted *p*-value < 0.05).

**FIGURE 4:**
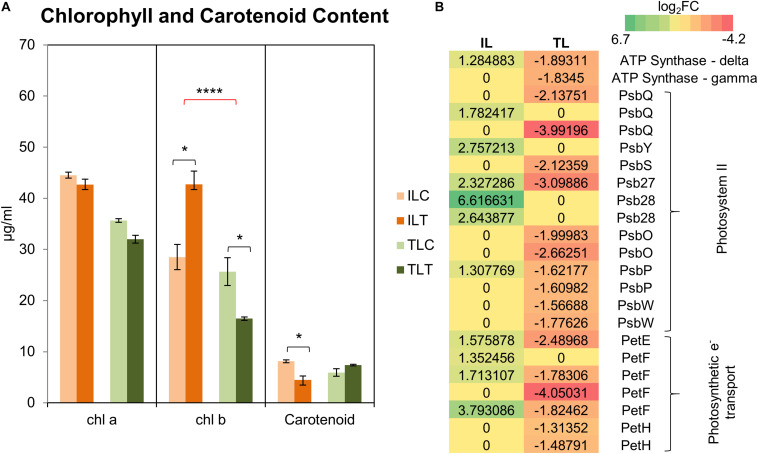
Chlorophyll and carotenoid content changes in the leaf tissues **(A)**. “C” depicts control condition and “T” depicts treatment condition. Heatmap with log_2_-fold changes of photosynthesis-related transcripts in KEGG pathways **(B)**. A more comprehensive table can be found at **Additional File 3**. * indicates significance and quantity of * displays the level of significance. (*p < 0.05; **p < 0.01; ***p < 0.005; ****p < 0.001).

TL was depleted in GO terms for polysaccharide metabolic process and KEGG terms for carbon fixation, whereas carbon fixation related GO terms and KEGG pathways were enriched in IL (Figures 2A, 3B). Sucrose and starch metabolism and glyoxylate and dicarboxylate metabolism displayed a similar result in KEGG pathway analysis: enriched in IL, depleted in TL (Figure 3A). Especially, Phvul.004G029100 (*Starch synthase*), Phvul.008G210100 (β-*D-glucan exohydrolase*) and Phvul.011G107700 (β-*amylase 5*) genes have stood out in IL for sucrose and starch metabolism in intensity difference analysis (**Additional File 4**). 

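The starch synthase gene Phvul.004G029100 (chromosome 4 from 3458042 to 3466430) rose from 1.23 ± 0.551 to 27.8 ± 12.8 CPM (SD, n = 3), a log2 fold change of 4.46 (standard error 0.48, adjusted p = 0.0024 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) in IL. In TL, Phvul.004G029100 rose from 2.38 ± 1.5 to 4.84 ± 1.90 CPM, a log2 fold change of 1.01 (standard error 0.61, adjusted p = 0.28 from the same test). For Phvul.004G029100 the difference in response was 3.46 (standard error 0.80, adjusted p = 0.016 from the same test). Phvul.008G210100 (chromosome 8 from 55819558 to 55823620), the beta-D-glucan exohydrolase gene, rose from 1.71 ± 2.57 to 36.5 ± 24.9 CPM, a log2 fold change of 4.37 (standard error 1.16, adjusted p = 0.041 from the same test) in IL. Phvul.008G210100 passed both thresholds in IL with DESeq2, the exact test, the likelihood ratio test and an adjusted p threshold of 0.05. Its log2 fold change in TL was -0.53 (standard error 1.01, adjusted p = 0.73 from the same test). For Phvul.008G210100 the difference in response was 4.89 (standard error 1.69, adjusted p = 0.071 from the same test). The beta-amylase 5 gene, Phvul.011G107700 (chromosome 11 from 12400206 to 12403151), rose from 13.5 ± 14.7 to 2549 ± 1326 CPM, a log2 fold change of 7.55 (standard error 1.04, adjusted p = 0.0054 from the same test) in IL. In TL, Phvul.011G107700 fell from 437 ± 732 to 174 ± 62.9 CPM, a log2 fold change of -1.33 (standard error 1.60, adjusted p = 0.58 from the same test). For Phvul.011G107700 the difference in response was 8.84 (standard error 2.22, adjusted p = 0.022 from the same test). Phvul.011G107700 was not past both thresholds in IL with glmTreat or with all 12 libraries of the tissue in 1 fit. Phvul.004G029100 and Phvul.011G107700 had adjusted p-values of 0.016 and 0.026 in IL without Ispir leaf salt replicate 2, from the same test. For Phvul.004G029100 the interaction had an adjusted p of 0.0047 without TR43477 leaf control replicate 2, from the same test. Phvul.008G210100 had an adjusted p of 0.0045 in IL without Ispir leaf control replicate 3, from the same test. Phvul.008G210100 and Phvul.011G107700 had log2 fold changes of 1.63 (adjusted p = 0.086) and 3.61 (adjusted p = 0.0025) in TL without TR43477 leaf control replicate 3, from the same test. For Phvul.011G107700 the interaction had an adjusted p of 0.0095 without TR43477 leaf control replicate 1, from the same test.
Of the 75 leaf genes that Additional File 4 lists from the intensity difference filter on these samples, 22 (9 without Ispir leaf salt replicate 3 and 34 without Ispir leaf control replicate 3) rose and 26 (2 without Ispir leaf salt replicate 2) fell past both thresholds in IL. Adjusted over the list alone, the numbers were 33 and 38, and the interaction passed for 22 (6 without TR43477 leaf salt replicate 2 and 34 without TR43477 leaf control replicate 2). By the authors' values 35 of the list rose and 39 fell in IL, and 0 passed in TL. The choice of the list thus favoured these numbers, which are not independent evidence. The highest log2 fold change among them in IL was that of Phvul.008G237500 (chromosome 8 from 58588597 to 58592941), which rose from 0.189 ± 0.327 to 64.5 ± 48.7 CPM, a log2 fold change of 8.25 (standard error 1.24, adjusted p = 0.0071 from the same test). The lowest was that of Phvul.005G109000 (chromosome 5 from 33096500 to 33098013), which had at most 3 counts in every salt library and 11.7 ± 6.36 CPM in the control libraries, at least 45.5-fold lower (adjusted p = 0.0023 from the same test). Phvul.008G237500 and Phvul.005G109000 had adjusted p-values of 0.034 and 0.020 in IL without Ispir leaf salt replicate 2, from the same test.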

IL was depleted in GO terms related to transcription, translation, and post-translational modification, while transcriptional, expressional regulation, and functional modification-related GO terms were enriched in TL. In relation, TL displayed enrichment and depletion patterns for various amino acids together with a decrease in DNA synthesis and ribosome biogenesis-related terms. Cell wall and cytoplasm (cellular components)-related GO terms were enriched in IL, while GO terms related to manufacture of cell wall components were depleted in TL. IL displayed a complex response; diminished cell wall organization together with increased pectinesterase activity for cell-wall modification in GO analysis, while TL had diminished cell-wall organization (Figure 2A). Notably, IL displayed eight separate upregulated pectinesterase-related genes (**Additional File 3**). 

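Of the 10 pectinesterase-related genes in Additional File 3, in IL 2 (0 without Ispir leaf control replicate 2) rose and 0 (1 without Ispir leaf control replicate 1) fell past both thresholds (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Adjusted over the list alone, 8 rose and 2 fell in IL, and 10 had an unadjusted p under 0.05. With DESeq2, 8 of them rose and 2 fell in IL. The pair that rose, named after their values were seen, were Phvul.003G126500 (chromosome 3 from 31455869 to 31459435) and Phvul.009G148900 (chromosome 9 from 22235325 to 22238081). Phvul.003G126500 rose from 3.84 ± 1.99 to 32.6 ± 8.59 CPM (SD, n = 3), a log2 fold change of 3.08 (standard error 0.41, adjusted p = 0.0050 from the same test). Phvul.009G148900 rose from 1.95 ± 0.700 to 9.21 ± 2.53 CPM, a log2 fold change of 2.24 (standard error 0.36, adjusted p = 0.0086 from the same test). The list also holds genes annotated as inhibitors. The highest fitted change was that of Phvul.003G116900 (chromosome 3 from 29780917 to 29781483), annotated as a plant invertase/pectin methylesterase inhibitor. Phvul.003G116900 had at most 3 counts in every control library and 1.78 ± 1.10 CPM in the salt libraries, at least 8.59-fold higher (adjusted p = 0.014 from the same test). At the other end, Phvul.011G005300 fell from 43.7 ± 36.0 to 1.33 ± 1.04 CPM, a log2 fold change of -5.11 (standard error 0.95, adjusted p = 0.013 from the same test). Phvul.003G126500 and Phvul.009G148900 had adjusted p-values of 0.023 and 0.038 in IL without Ispir leaf salt replicate 3, from the same test. Phvul.011G005300 had an adjusted p of 0.0062 in IL without Ispir leaf control replicate 1, from the same test. In TL, 0 (1 without TR43477 leaf control replicate 3) rose and 2 (1 without TR43477 leaf control replicate 1) fell past both thresholds. There 0 rose and 2 fell when adjusted over the list alone, and 4 had an unadjusted p under 0.05. The highest there was that of Phvul.003G117200 (chromosome 3 from 29789577 to 29790334), annotated as an inhibitor of fructosidase, at 3.33 (standard error 0.88, adjusted p = 0.047 from the same test). The lowest fitted change there was that of Phvul.011G005300. Phvul.003G117200 had an adjusted p of 0.0032 in TL without TR43477 leaf control replicate 3, from the same test. Tested for the difference in leaf response, 2 (1 without Ispir leaf control replicate 1) of the 10 passed and 8 had an unadjusted p under 0.05.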

KEGG analysis indicated that both IL and TL were enriched in cutin, suberine, and wax biosynthesis. IL was enriched in protein folding activity and cofactor/coenzyme metabolism-related GO terms. TL, on the other hand, displayed diminished proteolysis and peptidase activities. Both IL and TL were enriched in KEGG terms for protein processing in endoplasmic reticulum (Figures 2A, 3A).

The responses of roots were limited compared to leaves: While TR was enriched in GO terms for transcriptional regulation, IR had enriched functional modification terms in GO and protein processing in endoplasmic reticulum pathway terms in KEGG. Indeed, five different heat shock family genes (Phvul.003G154800, Phvul.004G107700, Phvul.004G129400, Phvul.008G112700, and Phvul.009G080200) that are part of KEGG ‘Protein processing in endoplasmic reticulum’ pathway displayed intense upregulation patterns in IR tissue (**Additional File 4**) which hints the significant activity of unfolded or misfolded protein response. Moreover, IR had decreased helicase activity-related GO terms, probably an indication of halted DNA replication and modification, together with diminished GO nitrogen compound metabolic process terms, which is a sign of decreased translational activity. 

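All 5 heat shock genes passed both thresholds in IR and none of them in TR (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In IR, Phvul.009G080200 (chromosome 9 from 13314787 to 13315533) rose from 0.726 ± 0.124 to 22.9 ± 5.77 CPM (SD, n = 3), a log2 fold change of 4.96 (standard error 0.28, adjusted p = 5.1e-04 from the same test). Phvul.004G129400 (chromosome 4 from 42570924 to 42571484) rose from 0.324 ± 0.226 to 11.7 ± 1.74 CPM, a log2 fold change of 5.13 (standard error 0.43, adjusted p = 8.5e-04 from the same test). Phvul.003G154800 (chromosome 3 from 37040355 to 37042304) rose from 1.73 ± 0.313 to 21.6 ± 7.16 CPM, a log2 fold change of 3.64 (standard error 0.31, adjusted p = 9.7e-04 from the same test). Smaller rises were those of Phvul.004G107700 (chromosome 4 from 37559388 to 37562590), with a log2 fold change of 1.80 (standard error 0.15, adjusted p = 9.1e-04 from the same test), and Phvul.008G112700 (chromosome 8 from 13049063 to 13049849), with 1.55 (standard error 0.19, adjusted p = 0.0028 from the same test). Phvul.004G107700 and Phvul.008G112700 were not past both thresholds in IR with glmTreat. In TR the log2 fold changes of the 5, in the order of their identifiers, were 0.70, -0.25, -0.43, 0.35 and 1.25, with adjusted p-values from 0.30 to 0.88 from the same test. The differences in response, in the same order, were 2.93, 2.04, 5.56, 1.20 and 3.70, with adjusted p-values of 0.15, 0.030, 0.060, 0.083 and 0.044 from the same test. For Phvul.004G107700 the interaction had an adjusted p of 0.0011 without TR43477 root control replicate 3, from the same test. Phvul.004G129400 had a log2 fold change of 0.56 (adjusted p = 0.88) in TR without TR43477 root control replicate 1, from the same test. Phvul.008G112700 had an adjusted p of 0.020 in IR without Ispir root control replicate 1, from the same test.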

Although KEGG pathway results demonstrated that nitrogen metabolism was depleted in both IR and TL, IR was also depleted in biosynthesis of amino acids and ribosome biogenesis (Figures 2B, 3B). 

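The nicotinate phosphoribosyltransferase gene Phvul.002G017800 (chromosome 2 from 1912327 to 1921160) fell from 35.9 ± 3.73 to 8.85 ± 3.44 CPM (SD, n = 3), a log2 fold change of -2.01 (standard error 0.28, adjusted p = 0.0043 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) in IR. Its log2 fold change in TR was -0.37 (standard error 0.35, adjusted p = 0.65 from the same test). For Phvul.002G017800 the difference in response was -1.64 (standard error 0.49, adjusted p = 0.20 from the same test). The helix-loop-helix gene Phvul.001G126400 (chromosome 1 from 34902350 to 34904631) fell from 226 ± 21.3 to 48.0 ± 14.8 CPM, a log2 fold change of -2.24 (standard error 0.24, adjusted p = 0.0018 from the same test) in IR. In TR, Phvul.001G126400 had a log2 fold change of -0.11 (standard error 0.18, adjusted p = 0.83 from the same test). For Phvul.001G126400 the difference in response was -2.13 (standard error 0.32, adjusted p = 0.032 from the same test). Neither Phvul.002G017800 nor Phvul.001G126400 was past both thresholds in IR with glmTreat. Phvul.002G017800 had an adjusted p of 0.022 in IR without Ispir root control replicate 2, from the same test. Phvul.002G017800 had a log2 fold change of 0.038 (adjusted p = 0.96) in TR without TR43477 root control replicate 2, from the same test. Phvul.001G126400 had an adjusted p of 0.012 in IR without Ispir root control replicate 1, from the same test. Phvul.001G126400 had a log2 fold change of 0.057 (adjusted p = 0.94) in TR without TR43477 root salt replicate 2, from the same test.
Of the 117 root genes in Additional File 4, 59 (30 without Ispir root control replicate 1) rose and 24 (5 without Ispir root control replicate 2) fell past both thresholds in IR, and 75 rose and 41 fell adjusted over the list alone. The interaction passed for 0 of them, with an unadjusted p under 0.05 for 93, and for 3 without TR43477 root control replicate 2. By the authors' values 76 of the list rose and 41 fell in IR, and 0 passed in TR. The choice of the list thus favoured small interaction p-values and calls in IR, which are not independent evidence. The highest fitted change of the list in IR was that of Phvul.009G131000 (chromosome 9 from 19791491 to 19792969), which the file annotates as a naringenin-chalcone synthase, and which had at most 3 counts in every control library and 5.77 ± 4.82 CPM in the salt libraries, at least 25.0-fold higher and at least 14.6-fold without Ispir root salt replicate 2 (adjusted p = 0.022 from the same test). The lowest was that of Phvul.004G158100 (chromosome 4 from 46258583 to 46259432), with a legume lectin domain, which had at most 3 counts in every salt library and 25.2 ± 16.5 CPM in the control libraries, at least 101-fold lower and at least 65.2-fold without Ispir root control replicate 3 (adjusted p = 0.0038 from the same test). Phvul.009G131000 had an adjusted p of 0.0073 in IR without Ispir root salt replicate 1, from the same test. Phvul.004G158100 had an adjusted p of 0.019 in IR without Ispir root control replicate 2, from the same test.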

Concerning that, intensity difference filtering pointed out the downregulation of a *nicotinate phosphoribosyltransferase* homolog (Phvul.002G017800) that is part of GO ‘nitrogen compound metabolic process’ and ‘NAD metabolic process’ terms, together with the downregulation of a putative helix-loop-helix transcription factor (Phvul.001G126400) in IR (**Additional File 4**) which may be key constituents of difference in response between these genotypes.

### Metabolic Characteristics of the Tolerant and Susceptible Genotype Under Salt Stress

Untargeted GC-MS analysis has detected 79 different metabolites; 32 of which were Ispir-specific, and only 13 of which were TR43477-specific, while 34 metabolites were detected in both genotypes (**Additional Files 5, 6**). Principle component analysis (F1 and F2 represented a total of 50.3% of all data) of genotypes and tissues has clearly distinguished the behavior of leaf and root tissues from each other (Figure 5A; **Additional File 7**). The close projection of biological replicates indicated a reliable correlation for replicas. For both leaf and root tissues, Ispir has displayed a greater difference between control and stress-treated components compared to TR43477 (Figure 5A).

**FIGURE 5:**
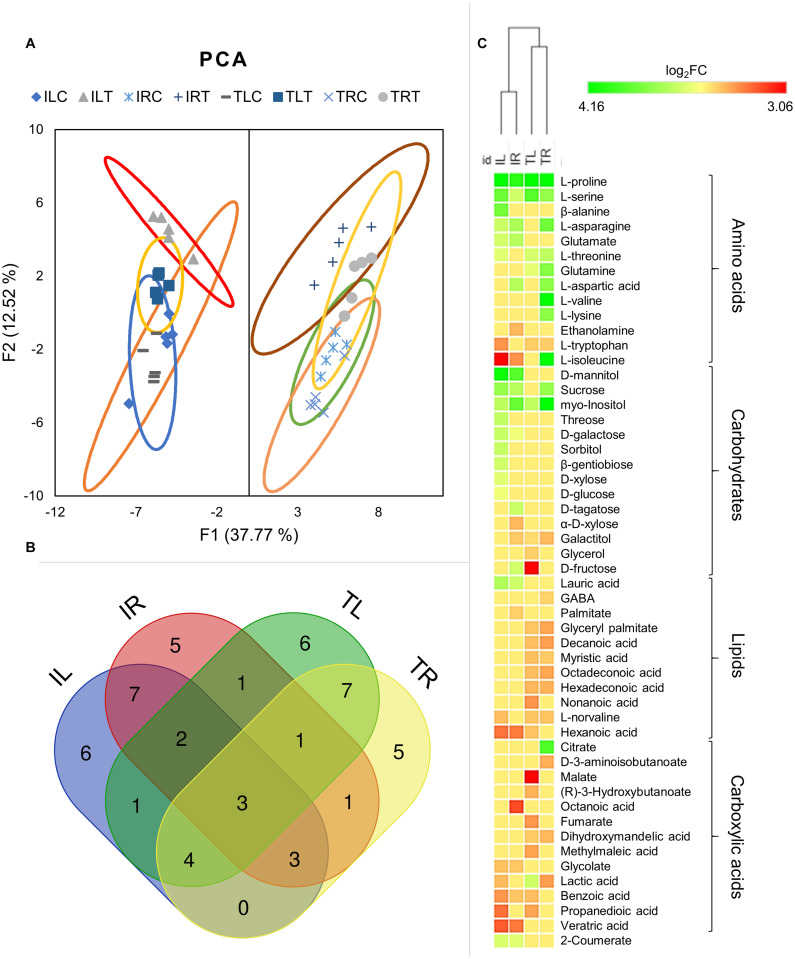
Principal component analysis was employed to visualize the distinction of metabolic responses in different tissues and conditions **(A)**. Venn diagram displays the distribution of DADMs among tissues in salt stress **(B)**. Hierarchical clustering analysis of DADMs demonstrated the differential reaction of the two genotypes **(C)**.

Although all the samples had similar numbers of differentially accumulated/decreased metabolites (DADMs), IL had the highest number of accumulated metabolites (17 metabolites) and TL had the highest number of decreased metabolites (19 metabolites). The number of accumulated and decreased metabolites were roughly even for both root tissues. Out of total 52 DADMs (number of metabolites significantly accumulated/decreased in at least one of the samples), only three (L-proline, L-serine, and myo-Inositol; all were accumulated) were found in all tissues and genotypes and 22 were unique to specific tissues and genotypes (Figure 5B).

Hierarchical clustering of DADMs displayed the distinction between the responses of different genotypes to salt treatment. The algorithm placed the root and leaf tissues of genotypes in the same clade and diverged the tissues of contrasting genotypes (Figure 5C). This analysis also demonstrated the difference of metabolic response patterns of tissues and genotypes; while IL has accumulated nine separate carbohydrates in response to salt, TL managed to accumulate only one and displayed decreased amounts for other three. A similar imbalance was also evident in the root tissues, as IR had six accumulated and two decreased carbohydrates, while TR displayed two accumulated and one diminished metabolite identified as a carbohydrate. (Figure 5C; Supplementary Figure 2). All tissues mainly increased their amino acid contents, but this increase was particularly noteworthy for TR as it displayed nine DADMs for the amino acid class. The lipid contents (mainly structural derivatives of a fatty acid, decanoic acid) of both root and leaf tissues of TR43477 were significantly decreased compared to tissues of Ispir. Carboxylic acid contents appeared to decrease in both tissues and both genotypes in response to salt stress. Also, accumulation of 2-coumerate was detected in both leaves and roots of Ispir (Figure 5C; Supplementary Figure 2).

### Transcriptional and Metabolic Changes in the Carbon and Amino Acid Metabolism

The DEGs and DADMs were mapped to the common bean biological pathways in the KEGG online database. As the untargeted metabolome mainly detected the primary metabolites such as amino acids and carbohydrates, the analysis was focused on the carbon and amino acid metabolism and their connections to relevant carbohydrates (Figure 6). Comparison of the leaf tissues demonstrated the escalated feeding of citrate cycle in Ispir leaves through upregulated genes in Fructose-6P – PEP – Oxaloacetate and Fructose-6P – PEP – Pyruvate – Acetyl CoA pathways. Both malate and fumarate levels are drastically decreased in TL (*p*-value < 0.01; log_2_FC > 1). On the other hand, their levels were stable in Ispir. 

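Additional File 3 places 16 genes on the routes from fructose-6P to the citrate cycle, and in IL 1 (0 without Ispir leaf control replicate 1) rose and 1 (0 without Ispir leaf control replicate 2) fell past both thresholds (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). An unadjusted p under 0.05 was seen in IL for 14, and 9 rose and 1 fell when adjusted over the list alone. With DESeq2, 11 of them rose and 1 fell in IL. The gene that rose, named after its values were seen, was Phvul.007G110900 (chromosome 7 from 20777111 to 20784828) on the step from PEP to pyruvate, which rose from 19.5 ± 0.742 to 39.9 ± 6.96 CPM (SD, n = 3), a log2 fold change of 1.03 (standard error 0.17, adjusted p = 0.0093 from the same test). The gene that fell, on the same step, was Phvul.007G047600 (chromosome 7 from 3889046 to 3893124), which fell from 20.8 ± 5.69 to 7.21 ± 0.835 CPM, a log2 fold change of -1.53 (standard error 0.24, adjusted p = 0.0079 from the same test). Within the list, the highest log2 fold change was that of Phvul.005G066400 (chromosome 5 from 11189445 to 11195286) at 2.97 (standard error 0.62, adjusted p = 0.020 from the same test). Phvul.007G110900 and Phvul.007G047600 had adjusted p-values of 0.045 and 0.039 in IL without Ispir leaf salt replicate 2, from the same test. In TL, 0 rose and 4 (0 without TR43477 leaf salt replicate 1) fell past both thresholds. With p-values adjusted over the list alone, 0 rose and 6 fell in TL, and 9 were under 0.05 unadjusted. The lowest log2 fold change in TL was that of Phvul.008G282000 (chromosome 8 from 62278474 to 62281022), which fell from 549.6 ± 377 to 27.2 ± 7.63 CPM, a log2 fold change of -4.34 (standard error 0.72, adjusted p = 0.012 from the same test). The 4 that fell past the thresholds in TL, named after their values were seen, were Phvul.001G098100 (chromosome 1 from 18907322 to 18910421), Phvul.005G050700 (chromosome 5 from 6096983 to 6101148), Phvul.009G006600 (chromosome 9 from 1129930 to 1133489) and Phvul.011G039100 (chromosome 11 from 3560198 to 3563082), with log2 fold changes from -2.47 to -2.01. At the high end in TL was Phvul.001G045700 (chromosome 1 from 4677486 to 4682150) at 2.87 (standard error 0.94, adjusted p = 0.082 from the same test). Phvul.008G282000 had an adjusted p of 9.0e-04 in TL without TR43477 leaf control replicate 3, from the same test. Phvul.001G098100, Phvul.009G006600 and Phvul.011G039100 had adjusted p-values of 0.047, 0.048 and 0.061 in TL without TR43477 leaf salt replicate 1, from the same test. Phvul.005G050700 had an adjusted p of 0.047 in TL without TR43477 leaf salt replicate 3, from the same test. In leaf the responses of 6 (3 without Ispir leaf control replicate 2) of the 16 differed past both thresholds, and 11 had an unadjusted interaction p under 0.05.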

Carbohydrates were mainly accumulated in IL, but there is no significant change for many in TL tissues (Supplementary Figure 2). Particularly accumulation of sucrose and glucose in Ispir leaf tissues reflects the sustained carbon fixation – glycolysis cycle, which is also implied by enriched photosynthesis (Figures 2, 3A, 4).

**FIGURE 6:**
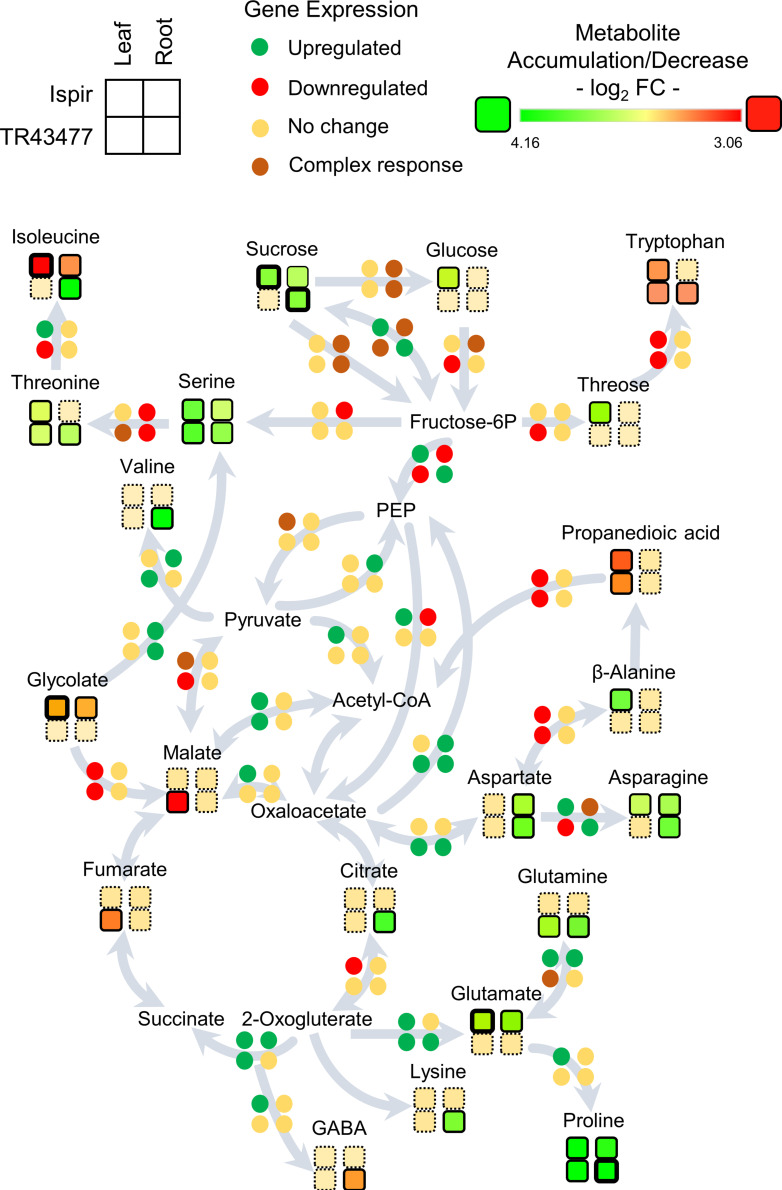
Representation of the transcript and metabolite changes in carbon and amino-acid metabolism in root and leaf tissues of both genotypes in saline conditions. The pathway map was derived from KEGG database. Disk units for gene expression represent one or more genes depending on the pathway: Detailed list of the relevant genes can be found in **Additional file 3**; Primary Metabolism tab. Rows represent genotypes and columns represent tissues. Bold outlines indicate high significance with a *p*-value < 0.01.

Glutamate - Glutamine/2-Oxogluterate reaction pathway is enriched in leaf tissues of both varieties (Figure 6; **Additional File 3**). In turn, IL accumulated glutamate, TL accumulated glutamine; this indicates inequality in the direction of reaction between the genotypes. 

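Of the 6 genes on the glutamate, glutamine and 2-oxoglutarate steps in Additional File 3, 5 were tested in leaf, and in IL 1 (0 without Ispir leaf control replicate 1) rose and 0 fell past both thresholds (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In IL, 2 had an unadjusted p under 0.05, and 2 rose and 0 fell when adjusted over the list alone. In TL, 2 (0 without TR43477 leaf salt replicate 1) rose and 1 (0 without TR43477 leaf salt replicate 1) fell past both thresholds. Counted with p-values adjusted over the list alone, 3 rose and 1 fell in TL, and 4 had an unadjusted p under 0.05. The gene that rose in IL, Phvul.008G237500, had a log2 fold change in TL of 2.54 (standard error 1.14, adjusted p = 0.16 from the same test). Named after their values were seen, the genes that passed in TL were Phvul.009G106800 (chromosome 9 from 16566520 to 16571278), Phvul.004G148300 (chromosome 4 from 44998101 to 45001790) and Phvul.006G155800 (chromosome 6 from 26079342 to 26085652). Phvul.009G106800 rose from 58.1 ± 8.68 to 262 ± 23.9 CPM (SD, n = 3), a log2 fold change of 2.17 (standard error 0.20, adjusted p = 0.0023 from the same test). Phvul.004G148300 rose from 130.5 ± 18.0 to 388 ± 9.40 CPM, a log2 fold change of 1.57 (standard error 0.19, adjusted p = 0.0045 from the same test). Phvul.006G155800 fell from 1533 ± 114 to 474 ± 16.8 CPM, a log2 fold change of -1.69 (standard error 0.22, adjusted p = 0.0051 from the same test). The lowest log2 fold change in IL was that of Phvul.009G106800 at -0.68 (standard error 0.50, adjusted p = 0.38 from the same test). Phvul.009G106800, Phvul.004G148300 and Phvul.006G155800 had adjusted p-values of 0.022, 0.037 and 0.052 in TL without TR43477 leaf salt replicate 1, from the same test. The leaf interaction passed for 0 (3 without Ispir leaf salt replicate 1) of the 5 tested, with an unadjusted p under 0.05 for 5.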

IL displayed an increased asparagine production with accumulated asparagine and an upregulated asparagine biosynthesis-related gene -Phvul. 006G069300-, while a homolog of that gene -Phvul.001G252200- was downregulated in TL (**Additional file 3**).

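In IL, Phvul.006G069300 (chromosome 6 from 18114352 to 18118758) rose from 395 ± 168 to 1687 ± 814 CPM (SD, n = 3), a log2 fold change of 2.09 (standard error 0.50, adjusted p = 0.031 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In TL, Phvul.006G069300 rose from 467 ± 784 to 814 ± 327 CPM, a log2 fold change of 0.80 (standard error 1.69, adjusted p = 0.76 from the same test), and its log2 fold change there was 5.80 (adjusted p = 0.017) without TR43477 leaf control replicate 1. For Phvul.006G069300 the difference in response was 1.33 (standard error 1.92, adjusted p = 0.70 from the same test). Phvul.006G069300 passed both thresholds in IL with DESeq2, the exact test, the likelihood ratio test and an adjusted p threshold of 0.05. Phvul.001G252200 (chromosome 1 from 50257375 to 50262047) fell from 23.0 ± 4.20 to 8.20 ± 0.874 CPM, a log2 fold change of -1.49 (standard error 0.22, adjusted p = 0.0078 from the same test) in TL. Its log2 fold change in IL was -0.58 (standard error 0.24, adjusted p = 0.13 from the same test). For Phvul.001G252200 the difference in response was 0.91 (standard error 0.32, adjusted p = 0.074 from the same test). Phvul.001G252200 was not past both thresholds in TL with glmTreat. For Phvul.006G069300 the difference in response was -3.67 (adjusted p = 0.033) without TR43477 leaf control replicate 1, from the same test. Phvul.001G252200 had an adjusted p of 0.052 in TL without TR43477 leaf salt replicate 1, from the same test.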

In the root tissues, genes related to glycolysis and citric acid cycle were more inclined to downregulation in the IR compared to TR, which displayed a more stable carbon pathway (Figure 6; **Additional File 3**). 

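Of the 10 root genes that Additional File 3 places between fructose-6P, PEP and oxaloacetate, in IR 0 rose and 1 (0 without Ispir root control replicate 1 and 2 without Ispir root salt replicate 3) fell past both thresholds (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The numbers adjusted over the list alone were 0 that rose and 3 that fell in IR, and 5 had an unadjusted p under 0.05. With DESeq2, 0 of them rose and 3 fell in IR. The gene that fell in IR, named after its values were seen, was Phvul.001G259000 (chromosome 1 from 50743595 to 50746614), which fell from 3082 ± 611 to 776 ± 319 CPM (SD, n = 3), a log2 fold change of -1.99 (standard error 0.34, adjusted p = 0.0096 from the same test). The lowest fitted change in IR was that of Phvul.008G282000, which had at most 3 counts in every salt library and 0.174 ± 0.111 CPM in the control libraries, too few for a bound on the fold (adjusted p = 0.15 from the same test), and the highest that of Phvul.005G050700 at 0.35 (standard error 0.12, adjusted p = 0.097 from the same test). In TR, 0 rose and 0 (2 without TR43477 root control replicate 3) fell past both thresholds. Adjusted over the list alone, 1 rose and 0 fell in TR, and 5 had an unadjusted p under 0.05. The highest log2 fold change in TR was that of Phvul.001G045700 at 1.64 (standard error 0.23, adjusted p = 0.019 from the same test), and the lowest that of Phvul.001G098100 at -2.09 (standard error 0.55, adjusted p = 0.11 from the same test). Of the 10 fitted log2 fold changes 7 were negative in IR and 8 in TR. Their median was -0.73 (-0.43 without Ispir root salt replicate 3) in IR and -1.03 (-0.50 without TR43477 root control replicate 2) in TR. With genes at the detection limit in 1 group at their bound, and without those at it in both, it was -0.46 and -0.98. For the interaction in root, 0 of the 10 passed and 3 had an unadjusted p under 0.05. Of the 3 genes that convert oxaloacetate or pyruvate to PEP, in IR 1 (0 without Ispir root control replicate 1) rose and 0 fell past both thresholds. There 1 rose and 0 fell when adjusted over the list alone, and 2 had an unadjusted p under 0.05. The gene that rose in IR was Phvul.002G139200 (chromosome 2 from 29011297 to 29017550), which rose from 420.5 ± 57.2 to 1478 ± 385 CPM, a log2 fold change of 1.81 (standard error 0.24, adjusted p = 0.0036 from the same test). Of these 3 genes, 0 rose and 0 fell past both thresholds in TR. Phvul.002G139200 rose past both there in 1 of the fits that left out 1 library. In TR the highest log2 fold change of the 3 was that of Phvul.003G285900 (chromosome 3 from 52355930 to 52360735) at 1.46 (standard error 0.29, adjusted p = 0.051 from the same test). The lowest of the 3 was that of Phvul.003G285900 in IR, at -0.48 (standard error 0.63, adjusted p = 0.65 from the same test), and that of Phvul.003G098200 (chromosome 3 from 25181760 to 25189149) at 0.46 (standard error 0.36, adjusted p = 0.59 from the same test) in TR. Phvul.001G259000 and Phvul.002G139200 had adjusted p-values of 0.044 and 0.026 in IR without Ispir root control replicate 1, from the same test.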

Especially downregulations on Fructose-6P – PEP – Oxaloacetate pathway genes and upregulations on Oxaloacetate to PEP and Pyruvate to PEP conversions indicated a decelerated energy metabolism in IR compared to TR (Figure 6; **Additional File 3**). While both genotypes accumulated sucrose, IR managed to accumulate fructose, mannitol, galactose, and tagatose as well (Supplementary Figure 2). 

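The sucrose-phosphate synthase gene Phvul.005G002600 (chromosome 5 from 212900 to 220847) rose from 5.57 ± 0.382 to 79.5 ± 54.0 CPM (SD, n = 3), a log2 fold change of 3.83 (standard error 0.50, adjusted p = 0.0033 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) in IR. In TR, Phvul.005G002600 rose from 4.23 ± 0.968 to 8.72 ± 4.58 CPM, a log2 fold change of 1.05 (standard error 0.40, adjusted p = 0.24 from the same test). For Phvul.005G002600 the difference in response was 2.77 (standard error 0.68, adjusted p = 0.13 from the same test). Phvul.005G002600 was not past both thresholds in IR with glmTreat. Phvul.005G002600 had an adjusted p of 0.022 in IR without Ispir root control replicate 2, from the same test.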

In connection, the intensity difference analysis have pointed out a *sucrose-phosphate synthase* homolog Phvul.005G002600 (**Additional File 4**), that might have a role in accumulation of these carbohydrates in IR. 

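Of the 7 genes that Additional File 3 places between sucrose, glucose and fructose-6P, in IR 3 (1 without Ispir root control replicate 1) rose and 1 (0 without Ispir root control replicate 1) fell past both thresholds (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). An unadjusted p under 0.05 was seen in IR for 6, and 3 rose and 3 fell when adjusted over the list alone. In TR, 1 (3 without TR43477 root control replicate 3) rose and 1 (0 without TR43477 root salt replicate 2) fell past both thresholds. With p-values adjusted over the list alone, 2 rose and 1 fell in TR, and 5 were under 0.05 unadjusted. Within the list, the highest log2 fold change in both roots was that of Phvul.001G191600 (chromosome 1 from 45038438 to 45040759). In IR, Phvul.001G191600 rose from 0.127 ± 0.161 to 9.33 ± 3.69 CPM (SD, n = 3), a log2 fold change of 6.12 (standard error 0.68, adjusted p = 0.0021 from the same test). In TR it had at most 3 counts in every control library and 47.1 ± 7.40 CPM in the salt libraries, at least 206-fold higher (adjusted p = 7.9e-05 from the same test). The lowest in both was that of Phvul.002G061200 (chromosome 2 from 7107566 to 7110641), at -3.21 (standard error 0.47, adjusted p = 0.0055 from the same test) in IR and -4.37 (standard error 0.29, adjusted p = 0.0018 from the same test) in TR. Other genes that rose in IR, named after their values were seen, were Phvul.001G209600 (chromosome 1 from 46619643 to 46625826) at 5.05 (standard error 0.34, adjusted p = 6.4e-04 from the same test) and Phvul.002G308400 (chromosome 2 from 47615534 to 47622160) at 1.70 (standard error 0.22, adjusted p = 0.0034 from the same test). Phvul.001G191600 and Phvul.002G308400 had adjusted p-values of 0.011 and 0.024 in IR without Ispir root control replicate 1, from the same test. Phvul.002G061200 had an adjusted p of 0.025 in IR without Ispir root salt replicate 1, from the same test. Phvul.002G061200 had an adjusted p of 0.024 in TR without TR43477 root salt replicate 2, from the same test. Tested for the difference in root response, 0 of the 7 passed and 1 had an unadjusted p under 0.05.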

Sucrose to glucose/fructose-6P conversions were in complex regulation in the roots of both genotypes with various up- and downregulated genes. IR accumulated glutamate but was depleted in isoleucine; TR on the other hand accumulated isoleucine, valine, threonine, glutamine, and lysine but were depleted in tryptophan in contrast to IR. 

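Phvul.009G132900 (chromosome 9 from 20076334 to 20082294), annotated in Additional File 4 as a 3-methyl-2-oxobutanoate dehydrogenase, rose from 15.3 ± 3.73 to 70.5 ± 22.6 CPM (SD, n = 3), a log2 fold change of 2.20 (standard error 0.28, adjusted p = 0.0033 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) in IR. In TR, Phvul.009G132900 rose from 26.3 ± 36.5 to 29.2 ± 11.4 CPM, a log2 fold change of 0.15 (standard error 0.96, adjusted p = 0.96 from the same test), and its log2 fold change there was 2.48 (adjusted p = 0.0098) without TR43477 root control replicate 3. For Phvul.009G132900 the difference in response was 2.04 (standard error 1.12, adjusted p = 0.51 from the same test). Phvul.009G132900 was not past both thresholds in IR with glmTreat or with all 12 libraries of the tissue in 1 fit. Phvul.009G132900 had an adjusted p of 0.021 in IR without Ispir root control replicate 2, from the same test. Phvul.009G132900 had a log2 fold change of -0.35 (adjusted p = 0.87) in TR without TR43477 root control replicate 2, from the same test. For Phvul.009G132900 the difference in response was -0.29 (adjusted p = 0.90) without TR43477 root control replicate 3, from the same test.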

Intensity difference analysis has displayed IR specific upregulation of a putative *2-oxoisovalerate dehydrogenase*, Phvul.009G132900, which is part of ‘valine, leucine and isoleucine degradation’ pathway in KEGG; increase of this enzyme in IR might have been crucial for the content difference for the related amino acids (**Additional File 4**). Both varieties accumulated proline, asparagine, aspartate, and serine amino acids. Serine appeared to be accumulated in both root tissues, yet TR had higher accumulation (log_2_FC < 1.82) compared to IR (log_2_FC < 0.94). The genes related to production of serine from fructose-6P and conversion of it to threonine/isoleucine were downregulated in IR together with a decrease in isoleucine levels. In contrast, this pathway turned out to be mainly unaffected in TR with the accumulation of serine, threonine, and isoleucine. 

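Of the 4 genes that Additional File 3 places between fructose-6P, serine and threonine, in IR 0 rose and 0 fell past both thresholds (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In IR, 2 had an unadjusted p under 0.05, and 0 rose and 0 fell when adjusted over the list alone. With DESeq2, 0 of them rose and 2 fell in IR. The lowest log2 fold change in IR was that of Phvul.007G040600 (chromosome 7 from 3326413 to 3329450), listed for serine, which fell from 68.1 ± 23.2 to 25.7 ± 10.9 CPM (SD, n = 3), a log2 fold change of -1.41 (standard error 0.37, adjusted p = 0.045 from the same test). The highest was that of Phvul.006G105400 (chromosome 6 from 21453370 to 21457209), listed for threonine, at 0.19 (standard error 0.27, adjusted p = 0.69 from the same test). In TR, 0 rose and 0 (1 without TR43477 root control replicate 3) fell past both thresholds. Counted with p-values adjusted over the list alone, 0 rose and 1 fell in TR, and 1 had an unadjusted p under 0.05. The lowest log2 fold change in TR was that of Phvul.006G105400 at -1.68 (standard error 0.24, adjusted p = 0.020 from the same test), and the highest that of Phvul.003G286600 (chromosome 3 from 52434195 to 52439623) at -0.17 (standard error 0.42, adjusted p = 0.89 from the same test). Phvul.006G105400 had an adjusted p of 0.0017 in TR without TR43477 root control replicate 3, from the same test. It also fell past both thresholds in TR with DESeq2, the exact test, the likelihood ratio test and an adjusted p threshold of 0.05. Phvul.003G286600 had a log2 fold change of 0.23 (adjusted p = 0.84) in TR without TR43477 root control replicate 2, from the same test. In root the responses of 0 of the 4 differed past both thresholds, and 2 had an unadjusted interaction p under 0.05.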

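The gene Phvul.006G029100 (chromosome 6 from 11014117 to 11018799) rose from 3.63 ± 1.22 to 37.2 ± 11.3 CPM (SD, n = 3), a log2 fold change of 3.36 (standard error 0.33, adjusted p = 0.0013 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) in IR. In TR, Phvul.006G029100 rose from 9.47 ± 3.82 to 33.4 ± 11.4 CPM, a log2 fold change of 1.81 (standard error 0.37, adjusted p = 0.056 from the same test). For Phvul.006G029100 the difference in response was 1.54 (standard error 0.53, adjusted p = 0.27 from the same test). Phvul.006G029100 passed both thresholds in TR with DESeq2, the exact test and the likelihood ratio test.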

Alternatively, IR serine accumulation might be the result of serine biosynthesis through glycolate as both IR and TR displayed a ‘*serine-glyoxylate transaminase*’ annotated gene (Phvul.006G029100) that plays role in serine production through glycolate. Yet glycolate levels were significantly decreased in IR (Figure 6; **Additional File 3**; Supplementary Figure 2).

### Ion Contents and Regulation of Ion-Transport Related Transcripts

Examination of tissue ion contents (**Additional File 8**) in salt-stress generated both expected and unexpected results. While the most important differences were detected in Na^+^ and K^+^ contents, there were changes in Mg^+2^, Mn^+2^, Cu^+2^, B^+3^, and Zn^+2^ contents as well (Figure 7A; Supplementary Figures 3, 4). In the root tissues of both varieties, Na^+^ ion levels were drastically increased upon salt-stress as expected, but Ispir gave a much better performance: Not only did it manage to keep the Na^+^ upsurge at significantly lower levels in the roots compared to TR43477 (Figure 7D), but also managed to keep the leaf Na^+^ levels unchanged, unlike the TR43477. Notably, Na^+^ levels were much higher in IL (3200.56 μg/g) compared to TL (955.9 μg/g) in control conditions; but in saline conditions, TL Na^+^ content drastically increased (4536.4 μg/g), while IL Na^+^ content did not demonstrate a significant change if not a decrease (2630.8 μg/g) (Figure 7C; Supplementary Figure 3). 

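Among 6 genes annotated as sodium transporters in Additional File 3, in IR 0 rose and 0 fell past both thresholds (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The numbers adjusted over the list alone were 0 that rose and 0 that fell in IR, and 3 had an unadjusted p under 0.05. With DESeq2, 1 of them rose and 2 fell in IR. The highest log2 fold change in IR was that of Phvul.003G089800 (chromosome 3 from 22433004 to 22442132), annotated as Na+/H+ antiporter 6, which rose from 3.14 ± 0.898 to 8.92 ± 4.37 CPM (SD, n = 3), a log2 fold change of 1.51 (standard error 0.40, adjusted p = 0.049 from the same test). The lowest was that of Phvul.006G097100 (chromosome 6 from 20760843 to 20765235), annotated as Na+/H+ exchanger 2, which fell from 10.7 ± 9.43 to 2.13 ± 0.319 CPM, a log2 fold change of -2.32 (standard error 0.60, adjusted p = 0.043 from the same test). In TR, 0 rose and 0 fell past both thresholds. Adjusted over the list alone, 1 rose and 0 fell in TR, and 2 had an unadjusted p under 0.05. With DESeq2, 1 of them rose and 0 fell in TR. In TR the highest log2 fold change was that of Phvul.003G089800 at 1.20 (standard error 0.18, adjusted p = 0.026 from the same test), and the lowest that of Phvul.002G127200 (chromosome 2 from 26934399 to 26937859) at -0.93 (standard error 0.45, adjusted p = 0.35 from the same test). The root interaction passed for 0 of the 6, with an unadjusted p under 0.05 for 1.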

Two Na^+^/H^+^ antiporter-annotated genes were found as DEG in IR; one upregulated and one downregulated, while no Na^+^ -related transporter was differentially regulated in TR. 

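In leaf, the same 6 sodium transporter genes were tested, and in IL 1 (0 without Ispir leaf control replicate 2) rose and 0 fell past both thresholds (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). There 1 rose and 1 fell when adjusted over the list alone, and 3 had an unadjusted p under 0.05. With DESeq2, 1 of them rose and 1 fell in IL. The one that rose in IL, named after its values were seen, was Phvul.006G204300 (chromosome 6 from 29967995 to 29971617), annotated as a divalent anion:Na+ symporter, which rose from 14.7 ± 5.76 to 59.9 ± 16.8 CPM (SD, n = 3), a log2 fold change of 2.03 (standard error 0.33, adjusted p = 0.0091 from the same test). The lowest log2 fold change in IL was that of Phvul.002G127200, annotated as a solute:Na+ symporter, which fell from 47.5 ± 15.3 to 14.2 ± 4.83 CPM, a log2 fold change of -1.74 (standard error 0.31, adjusted p = 0.012 from the same test). In TL, 2 (0 without TR43477 leaf salt replicate 1) rose and 0 fell past both thresholds. An unadjusted p under 0.05 was seen in TL for 3, and 3 rose and 0 fell when adjusted over the list alone. Those that rose in TL, named after their values were seen, were Phvul.006G134033 (chromosome 6 from 24198039 to 24209680) at 1.74 (standard error 0.20, adjusted p = 0.0039 from the same test) and Phvul.001G105500 (chromosome 1 from 26231065 to 26232936) at 1.73 (standard error 0.26, adjusted p = 0.0082 from the same test). The highest in TL was that of Phvul.003G089800 at 1.97 (standard error 0.44, adjusted p = 0.028 from the same test), and the lowest that of Phvul.006G204300 at -0.63 (standard error 0.34, adjusted p = 0.23 from the same test). Phvul.006G204300 had an adjusted p of 0.044 in IL without Ispir leaf salt replicate 2, from the same test. Phvul.006G134033 and Phvul.001G105500 had adjusted p-values of 0.031 and 0.053 in TL without TR43477 leaf salt replicate 1, from the same test. For the interaction in leaf, 3 (0 without Ispir leaf control replicate 2) of the 6 passed and 5 had an unadjusted p under 0.05.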

Two Na^+^ symporter-annotated genes were uniquely found as DEGs in IL (**Additional File 3**) which might indicate their possible roles in pre-stress and stress leaf Na^+^ homeostasis in IL.

**FIGURE 7:**
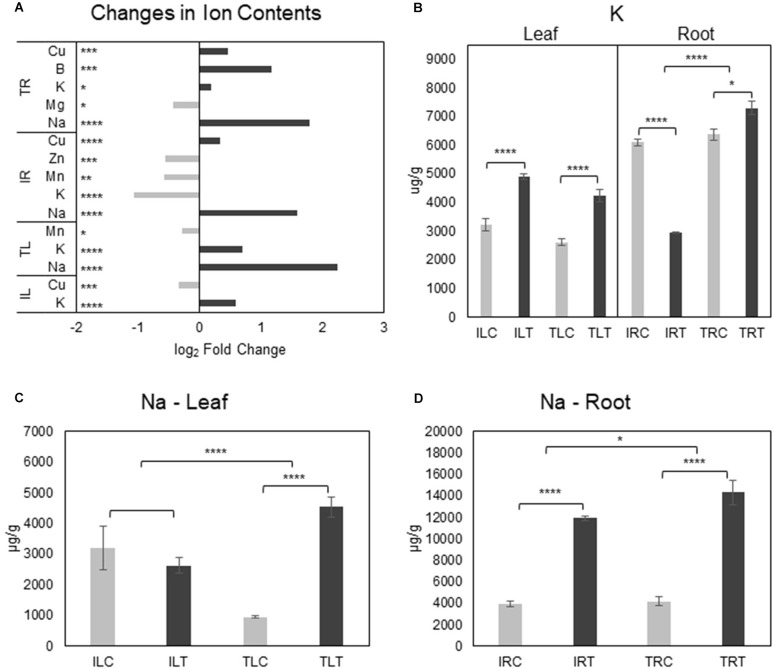
Salt responsive ion content changes for tissues and genotypes **(A)**. K^+^ **(B)** and Na^+^ **(C,D)** content changes were also displayed separately to emphasize the difference in changes between genotypes (C, control; T, salt treatment). Comparison of other ions can be found in Supplementary Figures 3, 4. * indicates significance and quantity of * displays the level of significance. (*p < 0.05; **p < 0.01; ***p < 0.005; ****p < 0.001).

K^+^ levels significantly decreased in the salt-stress tolerant Ispir roots, while its content slightly increased in TR in salt stress conditions (Figure 6B). 

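Of the 14 genes annotated for potassium transport in Additional File 3, in TR 0 rose and 2 (0 without TR43477 root salt replicate 1) fell past both thresholds (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With p-values adjusted over the list alone, 0 rose and 3 fell in TR, and 6 were under 0.05 unadjusted. With the exact test, 0 of them rose and 4 fell in TR. Those that fell in TR, named after their values were seen, were Phvul.002G185300 (chromosome 2 from 34690694 to 34695628) and Phvul.008G238100 (chromosome 8 from 58672777 to 58683174). Phvul.002G185300 fell from 54.8 ± 30.3 to 2.92 ± 0.761 CPM (SD, n = 3), a log2 fold change of -4.25 (standard error 0.46, adjusted p = 0.0087 from the same test). Phvul.008G238100 fell from 296 ± 55 to 49.5 ± 4.33 CPM, a log2 fold change of -2.58 (standard error 0.17, adjusted p = 0.0018 from the same test). In IR, 0 (1 without Ispir root salt replicate 2) rose and 2 (1 without Ispir root control replicate 1) fell past both thresholds. In IR, 8 had an unadjusted p under 0.05, and 0 rose and 3 fell when adjusted over the list alone. With DESeq2, 1 of them rose and 3 fell in IR. Named after their values were seen, those that fell in IR were Phvul.008G238100, which fell from 203 ± 34.4 to 52.9 ± 8.46 CPM, a log2 fold change of -1.94 (standard error 0.19, adjusted p = 0.0013 from the same test), and Phvul.003G160800 (chromosome 3 from 37917646 to 37924375) at -1.76 (standard error 0.15, adjusted p = 9.0e-04 from the same test). Within the list, the highest log2 fold change in IR was that of Phvul.002G331700 (chromosome 2 from 49546408 to 49551124) at 1.48 (standard error 0.40, adjusted p = 0.049 from the same test). The lowest fitted change in IR was that of Phvul.008G231614 (chromosome 8 from 53555370 to 53556356), which had at most 3 counts in every library of both groups, and the highest in TR that of Phvul.006G164300 (chromosome 6 from 26739466 to 26743148), which had at most 3 counts in every control library and 0.245 ± 0.0606 CPM in the salt libraries, at least 1.07-fold higher (adjusted p = 0.34 from the same test). Phvul.002G185300 had an adjusted p of 0.069 in TR without TR43477 root salt replicate 3, from the same test. Phvul.008G238100 had an adjusted p of 0.024 in TR without TR43477 root salt replicate 2, from the same test. Phvul.008G238100 had an adjusted p of 0.010 in IR without Ispir root control replicate 1, from the same test. Phvul.002G331700 had an adjusted p of 0.0065 in IR without Ispir root salt replicate 2, from the same test. Tested for the difference in root response, 0 of the 14 passed and 4 had an unadjusted p under 0.05.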

TR displayed four separate downregulated K^+^-transport-related DEGs; IR displayed one unique upregulated and three downregulated K^+^-transport-related DEGs. While three K^+^-transport-related DEGs were common to both IR and TR, leaves of both genotypes activated/deactivated completely different sets of genes related to the same term. However, leaf K^+^ levels were significantly boosted in both genotypes. 

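In leaf, the same 14 potassium transport genes were tested, and in IL 2 (0 without Ispir leaf control replicate 2) rose and 2 (0 without Ispir leaf control replicate 2) fell past both thresholds (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Counted with p-values adjusted over the list alone, 2 rose and 3 fell in IL, and 10 had an unadjusted p under 0.05. In TL, 1 (0 without TR43477 leaf salt replicate 1) rose and 2 (0 without TR43477 leaf salt replicate 1 and 4 without TR43477 leaf control replicate 3) fell past both thresholds. The numbers adjusted over the list alone were 3 that rose and 3 that fell in TL, and 8 had an unadjusted p under 0.05. With DESeq2, 3 of them rose and 5 fell in TL. In IL, Phvul.002G072300 (chromosome 2 from 10654193 to 10659332) rose from 7.67 ± 2.70 to 32.5 ± 2.99 CPM (SD, n = 3), a log2 fold change of 2.08 (standard error 0.27, adjusted p = 0.0043 from the same test). Phvul.011G181800 (chromosome 11 from 49424300 to 49431455) fell from 71.8 ± 10.7 to 12.6 ± 5.94 CPM, a log2 fold change of -2.52 (standard error 0.35, adjusted p = 0.0055 from the same test). In TL, Phvul.001G246500 (chromosome 1 from 49834421 to 49837364), annotated as a K+/H+ antiporter, had at most 3 counts in every control library and 19.9 ± 3.21 CPM in the salt libraries, at least 75.9-fold higher (adjusted p = 0.0018 from the same test). Phvul.008G152200 (chromosome 8 from 33120731 to 33127863) fell from 221 ± 46.7 to 30.1 ± 2.02 CPM, a log2 fold change of -2.88 (standard error 0.22, adjusted p = 0.0016 from the same test). Others past the thresholds were Phvul.002G216200 (chromosome 2 from 38531825 to 38545156) and Phvul.010G095600 (chromosome 10 from 35972661 to 35983039) in IL and Phvul.006G164300 in TL, and these genes were named after their values were seen. Phvul.006G164300 had at most 3 counts in every salt library and 4.87 ± 0.744 CPM in the control libraries, at least 22.3-fold lower (adjusted p = 0.0075 from the same test), the lowest fitted change in TL. The lowest in IL was that of Phvul.005G040750 (chromosome 5 from 4107441 to 4109282) at -3.22 (standard error 0.56, adjusted p = 0.011 from the same test). Phvul.005G040750 had an adjusted p of 0.0030 in IL without Ispir leaf control replicate 3, from the same test. Phvul.002G072300, Phvul.002G216200 and Phvul.010G095600 had adjusted p-values of 0.027, 0.035 and 0.041 in IL without Ispir leaf salt replicate 2, from the same test. Phvul.011G181800 had an adjusted p of 0.031 in IL without Ispir leaf salt replicate 3, from the same test. Phvul.001G246500 and Phvul.008G152200 had adjusted p-values of 0.020 and 0.020 in TL without TR43477 leaf salt replicate 1, from the same test. Phvul.006G164300 had an adjusted p of 0.052 in TL without TR43477 leaf salt replicate 2, from the same test. In leaf the responses of 4 (2 without Ispir leaf control replicate 2) of the 14 differed past both thresholds, and 10 had an unadjusted interaction p under 0.05.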

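Of the 11 genes annotated for copper transport in Additional File 3, in IL 0 rose and 2 (0 without Ispir leaf control replicate 2) fell past both thresholds (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Adjusted over the list alone, 1 rose and 3 fell in IL, and 9 had an unadjusted p under 0.05. With DESeq2, 1 of them rose and 4 fell in IL. Those that fell, named after their values were seen, were Phvul.004G107100 (chromosome 4 from 35372417 to 35373395) and Phvul.007G075000 (chromosome 7 from 7019516 to 7020836). Phvul.004G107100 fell from 29.4 ± 16.7 to 4.13 ± 1.21 CPM (SD, n = 3), a log2 fold change of -2.82 (standard error 0.46, adjusted p = 0.0087 from the same test). Phvul.007G075000 fell from 19.7 ± 7.72 to 2.34 ± 0.991 CPM, a log2 fold change of -3.06 (standard error 0.44, adjusted p = 0.0060 from the same test). The highest log2 fold change was that of Phvul.007G070001 (chromosome 7 from 6463388 to 6464335) at 1.56 (standard error 0.34, adjusted p = 0.022 from the same test). The lowest was that of Phvul.008G282300 (chromosome 8 from 62294549 to 62295608) at -5.23 (standard error 1.12, adjusted p = 0.021 from the same test). Phvul.004G107100 had an adjusted p of 0.042 in IL without Ispir leaf salt replicate 3, from the same test. Phvul.007G075000 had an adjusted p of 0.035 in IL without Ispir leaf salt replicate 2, from the same test. The leaf interaction passed for 0 (1 without Ispir leaf control replicate 2) of the 11, with an unadjusted p under 0.05 for 3.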

Cu^+2^ levels dropped in IL together with five downregulated DEGs related to Cu^+2^ transport. Separately, TL Mn^+2^ content displayed a somewhat significant decrease in salinity. IL Mn + 2 content did not show a significant change upon salt stress, but in both control and treatment conditions, it was approximately 2-fold higher for IL compared to TL (Supplementary Figure 3). A similar scenario was observed for Zn^+2^ as well, with TL accumulating 3-fold higher than IL in both control and treatment conditions (Supplementary Figure 3).

Cu^+2^ levels displayed a highly significant increase in both root tissues of Ispir and TR43477 (Figure 7A; Supplementary Figure 4), but TR did not present any DEGs related to transport of this ion. In contrast, IR displayed three down- and two upregulated genes (**Additional File 3**). 

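In IR, 9 of the 11 copper transport genes had at least 1 count, and of these 0 rose and 2 (0 without Ispir root control replicate 1) fell past both thresholds (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). There 2 rose and 3 fell when adjusted over the list alone, and 5 had an unadjusted p under 0.05. With DESeq2, 2 of them rose and 3 fell in IR. Those that fell, named after their values were seen, were Phvul.011G060400 (chromosome 11 from 5423648 to 5424463), annotated as a Ctr copper transporter, and Phvul.007G070001. Phvul.011G060400 fell from 343 ± 23.5 to 90.1 ± 18.8 CPM (SD, n = 3), a log2 fold change of -1.93 (standard error 0.19, adjusted p = 0.0013 from the same test). Phvul.007G070001 fell from 8.76 ± 2.29 to 3.04 ± 0.374 CPM, a log2 fold change of -1.53 (standard error 0.25, adjusted p = 0.0081 from the same test). Within the list, the highest log2 fold change was that of Phvul.004G116400 (chromosome 4 from 40024692 to 40026381) at 1.11 (standard error 0.24, adjusted p = 0.021 from the same test), and the lowest that of Phvul.011G060500 (chromosome 11 from 5427500 to 5428180) at -2.29 (standard error 0.50, adjusted p = 0.022 from the same test). Phvul.011G060400 and Phvul.007G070001 had adjusted p-values of 0.011 and 0.035 in IR without Ispir root control replicate 1, from the same test. For the interaction in root, 0 of the 10 tested passed and 2 had an unadjusted p under 0.05.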

TR also accumulated B^+3^ and had a slight decrease of Mg^+2^. 

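Of the 10 genes annotated for zinc transport in Additional File 3, in IR 1 (0 without Ispir root control replicate 1) rose and 5 (0 without Ispir root control replicate 1) fell past both thresholds (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). An unadjusted p under 0.05 was seen in IR for 8, and 1 rose and 7 fell when adjusted over the list alone. With glmTreat, 0 of them rose and 0 fell in IR. The one that rose was Phvul.L007443, annotated as a zinc transporter 11 precursor, which the files list on sequence 12 from 4309942 to 4311209. Phvul.L007443 rose from 0.152 ± 0.135 to 1.70 ± 0.196 CPM (SD, n = 3), a log2 fold change of 3.42 (standard error 0.56, adjusted p = 0.0081 from the same test). The 5 that fell, named after their values were seen, were Phvul.003G021300 (chromosome 3 from 2036314 to 2039093), Phvul.009G240000 (chromosome 9 from 35884244 to 35890067), Phvul.002G100001 (chromosome 2 from 19321798 to 19324224), Phvul.001G035800 (chromosome 1 from 3346890 to 3351178) and Phvul.003G240100 (chromosome 3 from 47415781 to 47432211). Phvul.003G021300 fell from 721 ± 109.6 to 93.5 ± 41.5 CPM, a log2 fold change of -2.95 (standard error 0.35, adjusted p = 0.0026 from the same test). The log2 fold changes of the other 4 lay between -1.69 and -1.06. The lowest fitted change was that of Phvul.003G262400 (chromosome 3 from 50155639 to 50157080), which had at most 3 counts in every salt library and 0.783 ± 0.678 CPM in the control libraries, at least 3.14-fold lower and at least 1.63-fold without Ispir root control replicate 2 (adjusted p = 0.053 from the same test). Phvul.L007443, Phvul.003G021300, Phvul.002G100001, Phvul.001G035800 and Phvul.003G240100 had adjusted p-values of 0.042, 0.014, 0.049, 0.029 and 0.036 in IR without Ispir root control replicate 1, from the same test. Phvul.009G240000 had an adjusted p of 0.027 in IR without Ispir root salt replicate 3, from the same test. Tested for the difference in root response, 0 of the 10 passed and 6 had an unadjusted p under 0.05.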

IR, on the other hand, displayed significant reductions in Mn^+2^ and Zn^+2^ contents together with mostly downregulated transporter genes related to both ions (**Additional File 3**). But Zn^+2^ levels were already significantly higher for IR in control conditions compared to TR (approx. 1.4 fold difference) (Supplementary Figure 4) and salt-treatment only reduced Zn^+2^ content of IR similar to the Zn^+2^ level in TR in treatment conditions. Interestingly, Mo^+2^ content was exceptionally higher (Supplementary Figure 4) in the tissues of Ispir in both conditions, although it did not change significantly in salt-stress condition.

## Discussion

Rise of salt content in arable lands coupled with yield drop in salt-sensitive crops has become one of the most urgent problems in the developing world. Although several effects of salinity-induced dehydration and ionic imbalance on the plant growth and development are known, many aspects of this process remain to be elucidated. Thus, it is important to decipher molecular mechanisms of salt-stress response and tolerance for the generation of salt-tolerant crops. Our study has focused on the transcriptomic, metabolomic, and ionic differences of two contrasting common bean genotypes under salinity stress to unravel the tolerance-related genes, metabolites, ions, and the pathways that connect them.

The exposure of root tissues to elevated salt levels stimulates signaling cascades that initially regulate ionic balance with Na^+^ influx restriction and root-to-shoot Na^+^ translocation. Subsequently, mechanisms that result in scavenging of toxic ions to vacuoles are activated to protect the cytoplasmic activities. The robustness of this systemic response, rather than a qualitative distinction, constitutes the main factor for the difference in tolerance between glycophytes and halophytes (Flowers and Colmer, 2008, 2015; Maathuis et al., 2014). Moreover, excessive salt in the environment results in an impasse as it both generates water stress and provide the cheap osmolytes to maintain the water potential. As this condition persists, with the accumulation of ions, escalating imbalance disrupts the molecular mechanisms in salt-susceptible species. Differential success in alleviating this stress is observed among different genotypes, which may help us understand the molecular basis and define better tolerance mechanisms.

### Carbon Fixation With Osmotic and Ionic Balance

Our ion analysis demonstrated high Na^+^ accumulation in root tissues of both genotypes upon salt stress, but IR managed to keep it at significantly lower levels than TR (Figures 7A–D). A more striking difference was observed at the leaf tissues: IL maintained the level of Na^+^ after salt treatment while there was a large-scale Na^+^ accumulation in TL. This implies a better Na^+^ exclusion ability for IR that was not due to root-to-leaf translocation of excess Na^+^ as implied by the stable IL Na^+^ levels. The much higher control condition Na^+^ level of IL compared to TL (3.3-fold, *p*-value < 0.05) (Supplementary Figure 3A) might also be an effective strategy against stress-driven Na^+^ influx to the leaves. In either case, this distinction might be one of the focal points explaining the high endurance of Ispir genotype.

On the other hand, the situation is different with K^+^ levels: The K^+^ decrease in roots of Ispir can be expected since it is a glycophyte, even though a relatively salt-tolerant genotype. The decrease in cellular K^+^ levels was observed previously both in glycophytes (Kronzucker et al., 2006; C.-M. Wang et al., 2009) and in halophytes (S. Wang et al., 2005; S.-M. Wang et al., 2007; C.-M. Wang et al., 2009). However, the roots of the susceptible TR43477 increased its K^+^ levels (Figures 7A,B). Since much of the Na^+^ entry to the root cells is through K^+^ channels (Amtmann and Sanders, 1998; Laurie et al., 2002; Garciadeblás et al., 2003; R. A. James et al., 2011), it is possible that Ispir roots prevent the excessive Na^+^ influx via closure of K^+^ channels, which as a trade-off, may result in lower K^+^ levels. A less successful approach adopted by TR43477 evidently allows for high Na^+^ accumulation both in leaf and in root tissues together with K^+^. Potentially better vacuole sequestration in roots on top of better exclusion ability might mitigate the negative effect of slightly lower K^+^/Na^+^ ratio in the Ispir roots. Another important aspect of this distinction might be the ability to achieve a much favorable K^+^/Na^+^ ratio in the leaves of the Ispir genotype. IL has managed to increase its K^+^/Na^+^ ratio by 1.8-fold while the same ratio decreased by 2.9-fold in TL under salt stress. This asymmetry, on the other hand, could be a vital element for the observed contrast in photosynthetic capacities of these genotypes.

Salt stress builds a major constraint on the photosynthetic capacity (Munns et al., 2006). Na^+^ accumulation in chloroplasts affects growth mainly by disrupting the photosynthetic electron transport (Boyer, 1976; Kirst, 1990) and inhibiting the PSII activity (Mishra et al., 1991; Everard et al., 1994; Kao et al., 2003; Parida et al., 2003). Moreover, it decreases chlorophyll content in susceptible plants such as potato (Abdullah and Ahmad, 1990), tomato (Moghaieb et al., 2001), pea (Hamada and El-Enany, 1994), as well as common bean (Seemann and Critchley, 1985). However, Ispir, unlike TR43477, displayed a boosted carbon fixation metabolism with enriched GO terms and KEGG pathways (Figures 2, 3) and an active chlorophyll content regulation (Figure 4A). Photosynthesis capacity is firmly connected to stomata, which control water loss/photosynthesis balance (Jones, 1998). As a major stomatal guard cell osmoregulator (Talbott and Zeiger, 1996; Hedrich, 2012), K^+^ coordinates the gas exchange and transpiration rates (Kim et al., 2010), which can be heavily affected by salt-stress (Liu et al., 2017). Accumulated Na^+^ competes with K^+^ for the regulation of stomata, which causes considerable side effects such as deregulation through ABA and CO_2_ (Jaschke et al., 1997; Fricke et al., 2004). Since salt-tolerant plants are known to have more efficient regulation of stomata compared to sensitive ones (Hedrich and Shabala, 2018), superior stomatal regulation through a higher K^+^/Na^+^ ratio for Ispir leaves may be the essence of its enhanced photosynthetic capacity. This connection is further implied by the decreased glycolate production in Ispir leaf tissues, which is an indication of reduced photorespiration, a metabolism that consumes ATP together with the reducing power of the photosynthetic electron transport system and reduces the efficiency of CO_2_ fixation (Keys et al., 1986). As photosynthesis/photorespiration rate depends mainly on the CO_2_/O_2_ levels which on the other hand depends on stomatal density and conductance (Hetherington and Woodward, 2003; Chen et al., 2017; Zhao et al., 2019), Ispir potentially is a better stomatal regulator compared to TR43477 under salt stress. An enrichment of pectinesterase related terms and genes in Ispir leaves (Figure 2A, **Additional File 3**) further supports this hypothesis: Amsbury et al. (2016) have demonstrated that the guard cells in Arabidopsis have high content of un-esterified pectins. The guard-cell pectins were shown to be esterified in an Arabidopsis mutant deficient for a potent *pectinesterase* (*PME6*). The lack of this enzyme resulted in a decreased guard cell dynamic motility and, in turn, crippled the stomatal function causing susceptibility to low-water conditions. Indeed, one of the pectinesterase genes (Phvul.001G209400) that displayed an upregulation in IL is a somewhat close homolog (%43 similarity) of Arabidopsis *PME6;* thus, might be playing a similar role in common bean. 

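Phvul.001G209400 (chromosome 1 from 46608087 to 46612760) rose from 1.08 ± 1.03 to 12.8 ± 9.06 CPM (SD, n = 3), a log2 fold change of 3.53 (standard error 0.86, adjusted p = 0.032 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) in IL. Phvul.001G209400 passed both thresholds in IL with DESeq2, the exact test, the likelihood ratio test and an adjusted p threshold of 0.05. In TL, Phvul.001G209400 had at most 3 counts in every salt library and 28.1 ± 45.7 CPM in the control libraries, at least 128-fold lower and at least 7.97-fold without TR43477 leaf control replicate 3 (adjusted p = 0.053 from the same test), with control libraries at 0.159, 3.33 and 80.8 CPM.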

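Of the 3 genes annotated as Rubisco in Additional File 3, in IL 0 (2 without Ispir leaf control replicate 3) rose and 0 fell past both thresholds (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With p-values adjusted over the list alone, 3 rose and 0 fell in IL, and 3 were under 0.05 unadjusted. With DESeq2, 3 of them rose and 0 fell in IL. The highest log2 fold change in IL was that of Phvul.004G073450 (chromosome 4 from 9501607 to 9502854), which rose from 85.0 ± 27.1 to 590 ± 502 CPM (SD, n = 3), a log2 fold change of 2.80 (standard error 0.62, adjusted p = 0.024 from the same test). The lowest was that of Phvul.004G064800 (chromosome 4 from 9431905 to 9432796), which rose from 156 ± 89.6 to 513 ± 164 CPM, a log2 fold change of 1.71 (standard error 0.44, adjusted p = 0.037 from the same test). In TL, 0 rose and 0 (2 without TR43477 leaf control replicate 3) fell past both thresholds. In TL, 2 had an unadjusted p under 0.05, and 0 rose and 2 fell when adjusted over the list alone. The lowest log2 fold change in TL was that of Phvul.004G073400 (chromosome 4 from 9463966 to 9465174), which fell from 595 ± 388 to 123 ± 24.7 CPM, a log2 fold change of -2.27 (standard error 0.49, adjusted p = 0.025 from the same test). The highest there was that of Phvul.004G073450 at -0.98 (standard error 0.51, adjusted p = 0.22 from the same test). Phvul.004G064800 had an adjusted p of 0.0068 in IL without Ispir leaf control replicate 3, from the same test. Phvul.004G073400 had an adjusted p of 0.0078 in TL without TR43477 leaf control replicate 3, from the same test. In leaf the responses of 2 (0 without Ispir leaf control replicate 2) of the 3 differed past both thresholds, and 3 had an unadjusted interaction p under 0.05.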

A decreased glycolate content and enriched pectinesterase-related terms along with the enriched photosynthesis pathway genes, increased chlorophyll content, and highly upregulated genes that were annotated as *Rubisco* (**Additional File 3**), are good indicators of an increased photosynthesis/lower photorespiration rate and a better stomatal regulatory system in Ispir genotype.

The improved photosynthetic capacity and enriched carbon fixation (Figures 2A, 3A, 4) in IL have conceivably yielded accumulation of various carbohydrates (nine types including sucrose and glucose- Figure 5) and enrichment in sucrose and starch metabolism (Figure 3A). Notably, intense upregulation of a *starch synthase* (Phvul.004G029100) together with a β-*amylase* (Phvul.011G107700), which is involved in starch breakdown (Scheidig et al., 2002), in IL also implied an enriched starch metabolism (**Additional File 4**). In turn, TL was depleted in such metabolites and exhibited a decrease in polysaccharide metabolic processes (Figure 2A). The augmented carbohydrate metabolism and soluble sugar contents in Ispir point to a superior tolerance mechanism in this genotype as carbohydrates provide osmoprotection, membrane stability, and turgor maintenance under osmotic stress (Ende and Peshev, 2013). Soluble carbohydrates are also known to be a metabolic source of energy, act as signaling molecules in plant growth regulation (Jang and Sheen, 1994; Pego et al., 2000) and to have roles in plant-stress response regulation (Ho et al., 2001; Chinnusamy et al., 2004). The variation in the resulting carbohydrate quantity might also explain the difference between the carbohydrate levels of the root systems (Figure 5; Supplementary Figure 2). Specifically, accumulation of mannitol (log_2_FC – 2.76; *p*-value < 0.01), which is a well-known osmoprotectant (Tarczynski et al., 1993; Thomas et al., 1995; Shen et al., 1997; Abebe et al., 2003) and hydroxyl radical quencher (Smirnoff and Cumbes, 1989; Shen et al., 1997) may be important for the tolerance of Ispir roots to the excessive ion uptake (Stoop et al., 1996) and osmoregulation (Hellebusi, 1976).

Another implication of ionic balance regulation difference between the roots of these two genotypes is the significant reductions in IR Mn^+2^ and Zn^+2^ levels (Figure 7A). Especially Zn^+2^ was demonstrated to have positive effects on abiotic stress tolerance (Bagci et al., 2007; Ahmad et al., 2017). In our study, salt treatment caused a significant reduction of Zn^+2^ level in IR (from 1674.8 μg/g to 1143.4 μg/g). In TR, however, the control-condition level was already low (1.3-fold compared to IR, *p*-value < 0.005) and remained almost unchanged after the exposure to salt stress (a decrease from 1214.12 μg/g to 1184.2 μg/g) (Supplementary Figures 4C,D). It is intriguing to further explore this difference to understand if the higher initial content of Zn^+2^ contributes to the salt tolerance. One possibility is that Zn^+2^ normally accumulated in IR was incorporated into Zn-containing metalloproteins (McCall et al., 2000) required for an efficient response such as *alcohol dehydrogenase* (Shi et al., 2017), *carbonic anhydrase* (Yu et al., 2007), and *superoxide dismutase* (Bowler et al., 1992). As TR roots did not have such a pool of Zn^+2^ they might have failed to address the stress condition as efficiently as IR due to the lower activity/availability of such metalloproteins. On the other hand, salt-treatment caused Mn^+2^ decrease in IR may be due to allocation of the ion to the leaf tissues for protection of relatively high leaf Mn^+2^ content in Ispir (1.9-fold higher in control conditions compared to TL – Supplementary Figures 3C,D) while already low TL Mn^+2^ content displayed a significant reduction in treatment conditions. Since Mn^+2^ is an essential element for photosystem II to function and its scarcity disrupts the photosynthetic efficiency and stability (Gavalas and Clark, 1971; Husted et al., 2009; Schmidt et al., 2015), this allocation pattern might be a crucial aspect of tolerance as well.

However, together with significant reductions in Mn^+2^ and K^+^ contents (while only Mg^+2^ content displayed a slightly significant decrease in TR43477), Ispir roots displayed a distinct pattern (Figure 7A). A pattern that might also suggest regulation of ionic balance by lowering the concentration of necessary cations in the root system to a bare minimum to counteract the effects of toxic levels of Na^+^ ions. Evidently, Ispir genotype manages to not only preserve, if not boost, its energy metabolism but also to increase its photosynthesis intensity, which is a basic tolerance mechanism in low-water conditions (Santos and Pimentel, 2009; Loutfy et al., 2012). This is most probably feasible for the Ispir leaves as the stable Na^+^ level throughout stress did not affect any enzymatic activity and did not disrupt the osmotic and ionic balance.

### Protein and Amino Acid Metabolism

Natural variation in salinity-tolerance is very high in the plant kingdom, even within the same species, which is reflected in different growth responses of different genotypes (Munns and Tester, 2008). Under the condition of salt-stress, IL displayed diminished protein production and modification but enriched protein protection-related terms (Figure 2). It is possible that keeping translation to a minimum is an efficient way to protect the proteome from oxidative stress associated with salinity conditions. On the other hand, the response of TL was less conservative: Terms for transcription were increased but translation and proteolysis terms were decreased (Figure 2A). The allocation of energy and valuable elements to transcription under conditions where normal levels of translation are harmful or not possible may be one of the weak points of the salt-sensitive genotype. Root systems were different in their response too: IR displayed a reduction in growth and production-related terms, while TR was only depleted in nitrogen metabolism (Figure 3B). Keeping the root smaller under salinity conditions may be one of the ways to limit the exposure of the nutrient-uptake interface to saline environment. Curiously, TR accumulated the highest number of amino acids among tissues and genotypes (valine, isoleucine and lysine were unique to TR). Although accumulation of amino acids is generally assumed as representation of tolerance (see review (Batista-Silva et al., 2019), catabolism of lysine, valine, isoleucine, and leucine were recognized as important pathways for osmotic stress tolerance in Arabidopsis (Pires et al., 2016). Pointedly, IR did not accumulate valine and had decreased amount of isoleucine in response to salt stress (Figures 5C, 6) and this might be due to upregulation of a *2-oxoisovalerate dehydrogenase* homolog, Phvul.009G132900 (**Additional File 4**), which was demonstrated to have a major role in branched-chain amino acid catabolism (Fujiki et al., 2002). Increase in lysine content in TR deserves special attention, since, as mentioned above, it may be considered as a tolerance mechanism as lysine accumulates in some drought-tolerant plant ecotypes (Yadav et al., 2019; You et al., 2019). But lysine catabolism, especially SACPATH pathway, a highly stress-responsive protective system (Markovitz and Chuang, 1987; Arruda et al., 2000; Azevedo et al., 2003; Moulin et al., 2006; Kiyota et al., 2015; Michaletti et al., 2018; Yadav et al., 2019; You et al., 2019), appeared to be inactive in the TR43477 compared to Ispir: The latter genotype has two upregulated SACPATH pathway genes in the genome (**Additional File 3**) including the only gene annotated as *lysine-ketoglutarate reductase/saccharopine dehydrogenase*. 

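Of the 2 saccharopine pathway genes in Additional File 3, in IR 1 (0 without Ispir root control replicate 1) rose and 0 fell past both thresholds (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Counted with p-values adjusted over the list alone, 2 rose and 0 fell in IR, and 2 had an unadjusted p under 0.05. With DESeq2, 2 of them rose and 0 fell in IR. The gene that rose, Phvul.009G226700 (chromosome 9 from 34097637 to 34103053), annotated as aldehyde dehydrogenase 7B4, rose from 267 ± 87.4 to 746 ± 60.9 CPM (SD, n = 3), a log2 fold change of 1.48 (standard error 0.25, adjusted p = 0.0083 from the same test). Phvul.003G126300 (chromosome 3 from 31412090 to 31423633), annotated as the lysine-ketoglutarate reductase/saccharopine dehydrogenase enzyme, rose from 168 ± 25.4 to 346 ± 136 CPM, a log2 fold change of 1.04 (standard error 0.28, adjusted p = 0.052 from the same test). In TR, 0 rose and 0 fell past both thresholds. The numbers adjusted over the list alone were 0 that rose and 0 that fell in TR, and 0 had an unadjusted p under 0.05. The log2 fold changes in TR were 0.23 (standard error 0.44, adjusted p = 0.85 from the same test) for Phvul.009G226700 and -0.11 (standard error 0.36, adjusted p = 0.92 from the same test) for Phvul.003G126300. Phvul.009G226700 had an adjusted p of 0.046 in IR without Ispir root control replicate 1, from the same test. Phvul.009G226700 had a log2 fold change of -0.054 (adjusted p = 0.97) in TR without TR43477 root control replicate 1, from the same test. Phvul.003G126300 had a log2 fold change of 0.39 (adjusted p = 0.33) in TR without TR43477 root control replicate 3, from the same test. The root interaction passed for 0 of the 2, with an unadjusted p under 0.05 for 2.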

SACPATH pathway can lead to production of proline via glutamate or α-aminoadipate (Lawrence and Grant, 1964; Sodek and Wilson, 1970; Brandt, 1975). Although the proline levels were increased in both tissues and genotypes, glutamate was only accumulated in Ispir tissues (Figures 5C, 6; Supplementary Figure 2). Thus the elevated lysine level in TR may be simply the result of more intensive proteolysis associated with stress (for a review, see Hildebrandt et al., 2015).

The difference in glutamate/glutamine biosynthesis also deserves attention as glutamate-glutamine/2-oxogluterate reaction is enriched in both varieties but glutamate/glutamine conversion pathway is mainly activated in Ispir tissues (Figure 6; **Additional File 3**). While both tissues of Ispir accumulated glutamate, TR43477 tissues accumulated glutamine, which indicates an inequality in the reaction direction for these varieties. Glutamate is essential for stress tolerance as it was demonstrated to support amino-acid synthesis under osmotic stress (Ramos et al., 2005), activate stress tolerance pathways via H_2_O_2_ burst (Lei et al., 2017), act as a signaling molecule for stress response pathways (Kan et al., 2017) and regulate the stomatal aperture under low-water conditions (Yoshida et al., 2016; Qiu et al., 2020). Glutamate is also necessary for biosynthesis of glutathione, an active compound of antioxidant defense system (Lu, 2013). Glutamine has also been implicated in stress-responses, acting as a regulator of a transcription factor (Kan et al., 2015). Overexpression of the enzyme necessary for its production, glutamine synthase, yields better abiotic stress tolerance in several species (Lee et al., 2013; D. James et al., 2018). Still, glutamate appears to be a hub for stress response patterns.

Moreover, the imbalance of regulation in glutamate/glutamine cycle genes (Figure 6; **Additional File 3**) may be another indication of the difference in stress-responsive nitrogen metabolism for these genotypes (Masclaux-Daubresse et al., 2006; Zhang et al., 2017) as implied by the KEGG pathway analysis (Figures 3A,B). Concerning that, asparagine biosynthesis and content were also differentially regulated between genotypes and tissues. Asp was mainly accumulated in the root tissues of both genotypes, but also displayed low but significant accumulation in the leaves of Ispir (Figures 5C, 6; Supplementary Figure 2). An “*asparagine synthase-1*” annotated gene (Phvul.006G069300) was upregulated in all tissues except TL, where a different member of this gene family annotated as “*asparagine synthase-3*” (Phvul.001G252200) was downregulated. 

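In IR, Phvul.006G069300 rose from 492 ± 3.24 to 1862 ± 457 CPM (SD, n = 3), a log2 fold change of 1.92 (standard error 0.23, adjusted p = 0.0028 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In TR, Phvul.006G069300 rose from 189 ± 62.4 to 1393 ± 254 CPM, a log2 fold change of 2.88 (standard error 0.30, adjusted p = 0.0078 from the same test). For Phvul.006G069300 the difference in response was -0.97 (standard error 0.37, adjusted p = 0.32 from the same test). Phvul.006G069300 was not past both thresholds in IR or in TR with glmTreat. Phvul.006G069300 had an adjusted p of 0.023 in IR without Ispir root control replicate 1, from the same test. Phvul.006G069300 had an adjusted p of 0.047 in TR without TR43477 root salt replicate 3, from the same test.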

If the elevated Asp levels in TR were high mainly due to increased proteolysis as discussed above, the high accumulation of this amino acid in both tissues of Ispir may indicate the better nitrogen storage capacity of this genotype, since asparagine is known to be a good nitrogen reserve molecule (Pate, 1980; Lea et al., 2007). As salinity declines nitrogen assimilation and acquisition capacity of plants (Gouia et al., 1994; Debouba et al., 2006), and nitrogen is a necessary building block for amino acids, hormones such as auxin and other important amine-compounds, nitrogen withholding may be another key aspect of Ispir’s salt tolerance.

### Other Aspects of Tolerance

Certainly, salt tolerance is a complex feature that cannot be attributed to only a few biological processes such as carbon fixation and amino acid biosynthesis of primary metabolism (Munns and Tester, 2008; Gupta and Huang, 2014). Secondary metabolism is also known to be highly responsive to environmental factors including salt stress (Gupta and Huang, 2014; Sytar et al., 2018). Our previous study on Ispir in salt stress has displayed the enrichment of secondary metabolism genes in response to salt in both leaves and roots (Hiz et al., 2014). The present comparative study demonstrated that the roots of Ispir were differentially enriched in KEGG terms related to terpenoid metabolism (Figure 3B), a type of metabolism that involves volatile unsaturated hydrocarbon compounds with high structural diversity (Degenhardt et al., 2009). Other studies have reported terpenoids to upsurge in response to saline conditions and to be involved in tolerance responses (Harborne, 1999; Bourgaud et al., 2001; Sytar et al., 2018). A recent study in maize demonstrated the accumulation of phytoalexin terpenoids in roots as a key feature of an abiotic stress response and hormonal regulation under stress conditions (Vaughan et al., 2015). Terpenoid biosynthesis has been associated with photosynthetic machinery, especially chloroplasts, in non-stressed plants before (Loreto et al., 1996; Sharkey et al., 1996) and the impairment of terpenoid production in drought stress conditions was related to a decrease in levels of available substrates due to disrupted photosynthesis (Peñuelas et al., 2009; Šimpraga et al., 2011; Kleine and Müller, 2014; Nogués et al., 2015). The photosynthetic machinery in Ispir, compared to TR43477, displayed a rather boosted response in salt-stress conditions, thus enabling the production of new terpenoids in the roots. Moreover, IR was diminished in esterase and alcohol catabolism-related GO terms (Figure 2B), which indicates improved conservation of secondary metabolites such as terpenoids (Isah, 2019).

The prevention of salinity-induced reduction of photosynthetic activity in Ispir might also had a positive outcome for respiratory metabolism. Since salt stress does not affect cellular O_2_ levels, the respiration rate mainly depends on the supply of substrate and biochemical regulation. Thus, the negative effect of salt stress on the respiratory machinery can be attributed to lower carbon fixation (Seemann and Critchley, 1985; Centritto et al., 2003) and disruption of electron transport chain due to high accumulation of ions (T. J. Flowers, 1974). Although there is no concrete evidence for the effect of increased or decreased respiration rates on salt-tolerance (Jacoby et al., 2011), respiratory homeostasis was correlated with better tolerance responses in a few species (Kasai et al., 1998; Jacoby et al., 2011). In this regard, the elevated levels of lactic acid in TL (log_2_FC – 0.97; *p*-value < 0.01) (Figure 5C; Supplementary Figure 2) might be an indicator of perturbed mitochondrial and increased anaerobic respiration. In contrast, lactic acid levels in IL have slightly decreased in response to salt stress (log_2_FC – −0.64; *p*-value < 0.05), which might also be related to higher intensity of alcohol metabolism in IL. 

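Phvul.001G067300 (chromosome 1 from 8461119 to 8465727) rose from 0.424 ± 0.657 to 8.28 ± 1.60 CPM (SD, n = 3), a log2 fold change of 4.20 (standard error 0.99, adjusted p = 0.029 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) in IL. In TL it had at most 3 counts in every library, so that no fold is given there. Phvul.001G067300 passed both thresholds in IL with DESeq2, the exact test, the likelihood ratio test and an adjusted p threshold of 0.05. Phvul.001G067300 had an adjusted p of 0.0017 in IL without Ispir leaf control replicate 3, from the same test. The other homologs are not named by identifier and were not analysed here.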

Out of five homologs of *alcohol dehydrogenase 1* (*ADH1*), one (Phvul.001G067300) was significantly upregulated in IL, while the others were not regulated in either genotype. The activity of this gene might have been sufficient for the reduction of toxic acetaldehyde (Bondy, 1992; M. Zhang et al., 1997) to ethanol, thus preventing the accumulation of lactic acid in IL. Additionally, *ADH1* upregulation might have had other positive effects since this gene is known to respond to abiotic-stresses and is essential for tolerance to osmotic and salt stresses (Conley et al., 1999; Shi et al., 2017; Yi et al., 2017).

Like other cellular activities, lipid metabolism is also affected by salt stress (Parida and Das, 2005). Indeed, in our study, the lipid content was low in TR43477 tissues (Figure 5C), which may be an indicator of susceptibility, as reported before in drought stress conditions. (Yordanov et al., 2000; Alpaslan et al., 2001).

Finally, besides the salt-caused differences, the constitutive 55- to 177-fold difference in Mo content between Ispir and TR43477 tissues under both conditions (Supplementary Figures 3E,F, 4E,F) can be important for salt tolerance in Ispir. Mo has been reported in many studies to improve abiotic stress tolerance in drought, salinity and low temperature conditions (Sun et al., 2009, 2014; Zhang et al., 2012; Wu et al., 2014). In saline conditions, Mo was demonstrated to regulate the antioxidant machinery and osmotic balance in Chinese cabbage (Zhang et al., 2012). Furthermore, it was reported to increase chlorophyll and carotene contents together with photosynthesis rate and have a positive effect on ionic balance regulation in the same species (Zhang et al., 2014). Thus, it is conceivable that the higher accumulation of Mo in Ispir contributes to its superior salt tolerance.

## Conclusion

To understand the molecular basis of differential response to salt stress in two common bean genotypes, we performed comprehensive analyses of transcript levels, abundance of different metabolites, and ionic content in the root and leaf tissues of these genotypes. Our data suggest that the preservation of photosynthetic machinery via the control of Na^+^ accumulation in leaves and the efficient sequestration of K^+^ in roots may be vital for the stability of carbohydrate and energy metabolisms under saline conditions. Together with the resulting osmoprotection and higher substrate availability, a better regulation of amino acid metabolism, the remarkable shift in the ratio between glutamine and glutamate, the maintenance of ionic balance and the higher accumulation capacity for certain ions, such as Mo and Mn in roots and leaves and Zn in roots, might be the fundamentals of salt-tolerance in Ispir genotype of common bean. Functional studies on candidate genes and pathways highlighted in this study will improve our understanding of salt-tolerance and facilitate the generation of salt-tolerant plants.

## Data Availability Statement

High-throughput sequencing data generated in this study have been deposited to the NCBI GEO Datasets and can be accessed by GEO accession number: GSE156113.

## Author Contributions

HN and MT conceived and designed the experiment. HN conducted plant growth, stress treatments, RNA isolation, and metabolite extraction. mRNA library preparation and RNA-Seq was conducted by Macrogen, Inc. (S. Korea). HN performed the RNA-Seq raw data analysis. BS and NB performed the GC-MS measurements, data collection and metabolite identification. ICP-MS and ICP-OES measurements were conducted by Yildiz Technical University Merklab. (Turkey/Istanbul). Statistical and bioinformatics analyses for transcriptome, metabolome and ionome data were performed by HN. HN and MT wrote the manuscript with valuable contributions from all authors.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

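RNA from leaves and roots of Ispir and TR43477 plants, grown as controls or with NaCl raised to 125 mM, was sequenced from 3 plants per genotype, tissue and treatment, which gave 24 libraries in 8 groups. The authors prepared stranded poly(A) libraries, sequenced them as read pairs, trimmed the reads with Trimmomatic, aligned them with HISAT2 to the P. vulgaris genome v2.1 and counted them on genes with SeqMonk, and the deposited count values were not normalized. The deposited p-value and FDR columns were made by the authors with edgeR from these counts, salt against control within a genotype and tissue. The deposited log2 fold change values were made by the authors in the same edgeR comparison. The paper's text does not name the edgeR version, test or normalization, or the rules for strand, multiply mapped reads and overlapping genes in the counting. The intensity difference filter that the authors applied to DEGs in SeqMonk could not be repeated from the counts, and its gene lists were taken from Additional File 4.

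Each table held 27213 genes. Totals, the share of read pairs counted and the detection limit of 3 counts are given with the design of the experiment, and these limits cover counting error only. The conditions of the libraries were taken from the deposited labels. The authors' p-values and log2 fold changes were used only for comparison with the values computed here.

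Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes with at least 1 count over the libraries of a fit were normalized by TMM and tested two-sided with edgeR's quasi-likelihood test (glmQLFit and glmQLFTest), with Benjamini-Hochberg adjustment over the genes of the fit. The paper's thresholds were an absolute log2 fold change above 1 and an adjusted p under 0.01. Salt was compared with control in each of the 4 combinations of genotype and tissue, 3 libraries against 3. The difference between the salt responses was the interaction of genotype and treatment over the 12 libraries of a tissue, and the genotypes were also compared in the 6 control libraries of each tissue. Overlaps of DEGs were tested with Fisher's exact test over genes tested in both comparisons. The photosynthesis genes of Additional File 3 were tested as a set with camera at its preset correlation of 0.01, and with fry and an estimated correlation beside it. The study chose this list on these samples, so that its tests are not independent evidence. Single values of 3 libraries against 3 were compared with exact permutation tests, which cannot give a p under 0.1. Counts of genes were also compared with those from the 10 splits of the 6 libraries of a comparison, from 60 groupings drawn at random for each interaction and from the 100 pairs of splits of a pair of library sets.

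Tests chosen only after a result was seen are named in the parts that give them. The other tests, the thresholds, comparisons, alternatives and the rule for naming genes were set before the data were examined. By that rule the text names genes that the paper names by identifier in its text or Table 1. It also names the 3 largest rises and the 3 largest falls of each salt response among DEGs with a mean of at least 50 counts and no overlap between the groups, and the 3 smallest adjusted p-values of each interaction and genotype difference. Of the genes named by size, at most 2 that rose and 2 that fell are printed per comparison. Lists from Additional Files 3 and 4 are given as counts with their highest and lowest members in the comparisons for which they are named, and medians only for the photosynthesis genes and the genes between fructose-6P, PEP and oxaloacetate. Genes named outside the rule are marked where they stand.

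The alternatives were DESeq2, upper-quartile normalization, edgeR's filterByExpr, exact test, likelihood ratio test and glmTreat, an adjusted p threshold of 0.05, the replicate number as a block, all 12 libraries of a tissue in 1 fit, and a fit without each library in turn. The result with the replicate block is given in the part on how the results depend on the processing, and named where it applies in the part on differences from the paper's values. Alternatives for normalized values did not apply to counts. Sets of genes defined by words in their descriptions were not analysed here, since 0 of the identifiers matched the reference gene table. Molybdate and HKT transporters, to be found by description, were not analysed here for the same reason.

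The procedure was tested on simulated data with the means, library sizes and dispersions of the real libraries and 200 changed genes. At a simulated log2 change of 4, between 79.5% (control leaves of the genotypes) and 100% (IR) of the changed genes were recovered. At a change of 2 the share was 62% in IL, 0% in TL, 95.5% in IR and 83% in TR, 0% and 58% for the interaction in leaf and root, and 0% and 74.5% for the genotype difference in leaf and root. Between 0 and 7 unchanged genes were called, and 0 changed genes were called with the wrong sign. The adjusted p depends on the share of genes that change, which was small in the simulation. In the real TL fit 7917 genes had an unadjusted p under 0.05 (edgeR's quasi-likelihood test), and Phvul.003G228700 passed both thresholds at a log2 fold change of -1.43. The shares recovered at a change of 2 thus do not carry over to the real fits.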

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

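Of the tests in this part, those on genes counted in 1 genotype alone, on the median of the photosynthesis genes over the groupings, on the unadjusted p-values over the groupings in root and on pairs of splits were chosen only after the result was seen.

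Salt responses differed between the genotypes for 1199 of 23306 leaf genes, by the interaction of genotype and treatment (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). An unadjusted p was under 0.05 for 7524 genes, where 1165 were expected. When the salt and control labels were exchanged among the libraries within each genotype, 1 of the 60 groupings drawn at random, the real one, gave as many genes, and the next highest number was 536. This argues against an arbitrary grouping of the libraries. Exchanging most labels in 1 genotype alone turns a shared response into a difference, so such groupings can raise the other numbers. The number went from 291 (without TR43477 leaf salt replicate 2) to 1546 (without TR43477 leaf control replicate 2) when 1 library was left out, and was 3330 with DESeq2. Among the genes with the smallest adjusted p, Phvul.002G008400 (chromosome 2 from 910128 to 911783), which the files do not pair with a name, went from 9.35 ± 6.68 to 183 ± 50.8 CPM (SD, n = 3) with salt in Ispir and from 341 ± 245 to 0.642 ± 0.318 CPM in TR43477. Its difference in response was 13.30 on the log2 scale (standard error 1.09, adjusted p = 4.5e-04 from the same test), with an adjusted p of at most 0.0032 when 1 library was left out. In root, 0 genes passed and 2975 had an unadjusted p under 0.05. All 60 of the 60 groupings gave as many genes past the thresholds, which a count of 0 makes certain, and the highest number in another grouping was 1. As many genes with an unadjusted p under 0.05 were given by 5 of the 60 groupings, the real one included, with up to 5722. The root responses of the genotypes correlated with Pearson's r of 0.45, so groupings can turn that shared response into a difference. The count therefore cannot decide, and an arbitrary grouping stays open for the root genes. The difference in response itself was tested by the interaction. For the leaf genes the genotype as its source stays a hypothesis, since it was found and tested on the same libraries.

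The 56 photosynthesis genes of Additional File 3 differed in response between the leaves of the genotypes, with a median difference of 3.40 on the log2 scale and medians of 0.64 in IL and -2.62 in TL. In IL 51 log2 fold changes were positive and 5 negative (1 without Ispir leaf control replicate 3 and 15 without Ispir leaf control replicate 1), and in TL all 56 were negative, so that 5 genes moved the same way in both. With all 12 leaf libraries thinned at random to the smallest total, the median difference was 3.40, which argues against depth as the whole source. Over the 12 fits that each left out 1 library it lay between 3.12 (without TR43477 leaf control replicate 3) and 3.93 (without Ispir leaf control replicate 3), which argues against a single library. With counts summed over genes that share an annotation, it was 3.28 over 32 families, which argues against reads shared between gene copies. A few abundant genes are also argued against, since the median was 3.44 over the 49 genes left without the 10 most abundant genes of each leaf library, 31 in all, and 3.34 with upper-quartile normalization. In each of these fits the set test camera, with its preset correlation, had a p of at most 1.3e-31. For the difference the adjusted p over the alternatives went from 4.1e-50 to 0.073, the latter from camera with an estimated correlation, and fry gave 8.9e-04. Taken alone, the rise in IL was matched in size by other groupings, since 3 of the 10 splits of the 6 libraries gave as large a median, up to 1.17. It was 0.32 without Ispir leaf control replicate 1 and 1.42 without Ispir leaf control replicate 3. In TL, 1 of the 10 splits, the real one, gave as large a median, the next being 1.34. The fall in TL and an arbitrary grouping cannot be told apart by this count, since 10 splits cannot give a share under 0.1. For the difference in response, 2 of the 60 groupings gave as large a median, the real one included, and the other was at 3.72. This argues against an arbitrary grouping as far as a list that the study chose on these samples can. A difference between the genotypes in their response to salt stays open as a candidate explanation of this difference, and is a hypothesis found and tested on the same libraries.

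The paper compares salt with control within each genotype, and transcripts of the control plants were compared between the genotypes here. In control leaves 122 of 22793 genes passed both thresholds, 61 higher and 61 lower in Ispir, and 5475 had an unadjusted p under 0.05 where 1140 were expected (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In control roots 489 of 23626 passed, 234 higher and 255 lower in Ispir, and 6073 had an unadjusted p under 0.05 where 1181 were expected. The groups did not overlap for 30.6% of the genes in leaf and 32.8% in root, where chance gives 10%. The count in leaf went from 0 (without Ispir leaf control replicate 1, among others, with an unadjusted p under 0.05 for 4704 genes) to 101 (without TR43477 leaf control replicate 3) when 1 library was left out, and 0 genes passed in all 6 fits. That in root went from 52 (without Ispir root control replicate 2) to 663 (without TR43477 root control replicate 3), and 43 passed in all 6. With DESeq2 the counts were 2191 and 1552.

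Among the smallest adjusted p-values in leaf, Phvul.004G082700 (chromosome 4 from 20746208 to 20749643) had 20.2 ± 2.01 CPM (SD, n = 3) in Ispir and 0.385 ± 0.0349 CPM in TR43477, a log2 difference of 5.69 (standard error 0.31, adjusted p = 0.0029 from edgeR's quasi-likelihood test). Phvul.001G068600 (chromosome 1 from 8775180 to 8799804) had 168.5 ± 22.2 and 0.659 ± 0.379 CPM, a log2 difference of 8.00 (standard error 0.46, adjusted p = 0.0029 from the same test). Phvul.009G195000 (chromosome 9 from 29662170 to 29670920) had 0 counts in the Ispir controls and 129.8 ± 1.79 CPM in those of TR43477 (adjusted p = 0.0029 from the same test). Without 1 library the adjusted p of these genes rose to at most 0.029. In root, Phvul.008G027600 (chromosome 8 from 2221626 to 2223773) had 5.56 ± 0.543 CPM in Ispir and 72.5 ± 1.92 CPM in TR43477, a log2 difference of -3.70 (standard error 0.12, adjusted p = 1.2e-04 from the same test). Phvul.007G276000 (chromosome 7 from 39645911 to 39647579) had at most 2 counts in each Ispir control library and 124.5 ± 15.0 CPM in TR43477, and Phvul.011G175900 (chromosome 11 from 48669832 to 48675999) had 80.4 ± 9.24 CPM in Ispir and at most 1 count in each TR43477 control library, both with an adjusted p of 1.2e-04 from the same test. The files do not pair these genes with names.

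For the difference in control leaves, 1 of the 10 splits of the 6 libraries, the real one, gave as many genes, and the same held in roots. The other splits gave 0 genes, with at most 1571 at an unadjusted p under 0.05 in leaf and 1420 in root. These differences and an arbitrary grouping cannot be told apart by this count, since 10 splits cannot give a share under 0.1. For genes that differed the same way in the salt libraries, which are from other plants, each split of the control libraries was paired with each split of the salt libraries of the tissue. The real one of the 100 pairs gave 92 genes in leaf and 329 in root past both thresholds in both with 1 relative direction. The other pairs gave 0. That was certain for pairs with another split of the controls, since those splits gave 0 genes alone, so this count adds little. At an unadjusted p under 0.05 the numbers were 2468 in leaf and 3080 in root, against at most 934 and 416 in another pair. This argues against an arbitrary grouping in the control and the salt libraries at once. For either set alone 10 splits remain, so an arbitrary grouping stays open there, and for the other genes. In the real pair 1105 genes in leaf, also above 934, and 135 in root had opposite directions. In leaf the count thus does not rest on shared direction alone. Sequence differences of either genotype from the reference, which change how many reads map, predict the same difference in both tissues. Of 421 genes that differed in control roots and were counted in leaf, 65.8% differed the same way by over 1 on the log2 scale in control leaves, 83.6% had the same sign there, and 97.4% had the same sign in salt-treated roots. Mapping may thus contribute, and a difference in expression between the genotypes predicts the same and stays open. The control leaves and roots may be from the same plants, so that their agreement is not independent evidence for either.

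Some genes were counted in each of the 12 libraries of 1 genotype, with a mean of at least 5 CPM, and had at most 3 counts over the 12 libraries of the other. There were 14 absent in this sense from TR43477 and 16 absent from Ispir. Sequence differences from the reference could remove runs of neighbouring genes or scattered genes, in numbers that need not be equal between the genotypes. Of these genes 0 pairs were next to each other among the genes of the files. The paper's overall alignment was 95.54 to 96.38% in TR43477 leaves and 97.25 to 97.99% in Ispir leaves. In roots it was 93.65 to 95.72% and 95.87 to 97.33% in the same order, so that fewer reads of TR43477 aligned in both tissues. Singled out after their values were seen, Phvul.008G026600, Phvul.008G026900 and Phvul.008G027200, absent from Ispir, lie on chromosome 8 between 2179683 and 2206498, and the files do not pair them with names. Phvul.008G027600, lower in the control roots of Ispir, starts nearby at 2221626. Loss of reads through sequence differences and absence of the transcript cannot be told apart here, since the counts hold no sequence.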

How the results depend on the processing

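No alternative given in this part was chosen after a result was seen. Upper-quartile normalization in place of TMM, and the filterByExpr filter on low counts in place of a minimum of 1 count, kept each count of genes in the 8 comparisons, in their overlaps, in the photosynthesis list and in Table 1 within 1.5 times its value from the quasi-likelihood test. They also kept the set tests and medians of the photosynthesis list on the same side of 0 and of the threshold. Over the 50 such values and the alternatives other than leaving out a library, 145 values kept their direction and their side of the threshold, or stayed within 1.5 times the count, 185 were larger or newly past the threshold, and 70 were smaller or no longer past it. Among the other gene lists, 533 values stayed, 174 rose and 63 fell in the same sense. Among the single genes, 1752 values kept their call, 222 became calls, 169 lost the call and 5 changed sign.

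DESeq2 with its own size factors gave 3169 genes in IL, 3650 in TL, 1861 in IR, 865 in TR, 3330 for the leaf interaction, 253 for the root interaction, 2191 for the genotypes in control leaf and 1552 for the genotypes in control root. Genes up with DESeq2 numbered 1594 in IL, 1582 in TL, 1154 in IR, 417 in TR, 1832 for the leaf interaction, 188 for the root interaction, 896 for the genotypes in control leaf and 700 for the genotypes in control root. Genes down with DESeq2 numbered 1575 in IL, 2068 in TL, 707 in IR, 448 in TR, 1498 for the leaf interaction, 65 for the root interaction, 1295 for the genotypes in control leaf and 852 for the genotypes in control root. Between the comparisons, DESeq2 gave 71 in all 4 comparisons, 2925 specific to Ispir, 220 specific to Ispir in both tissues, 2652 specific to TR43477, 75 specific to TR43477 in both tissues, 316 up in both leaf comparisons, 338 down in both leaf comparisons, 283 opposite in leaf, 208 up in IL and down in TL, 75 down in IL and up in TL, 264 up in both root comparisons, 181 down in both root comparisons and 5 opposite in root. In the lists, DESeq2 gave 15 photosynthesis genes up in IL, 55 photosynthesis genes for the leaf interaction, 1 gene of Table 1 down in IR, 4 genes of Table 1 up in TR and 1 gene of Table 1 down in TR. The cause was not tested.

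edgeR's exact test gave 3123 genes in IL, 3263 in TL, 2012 in IR, 889 in TR, 1690 for the genotypes in control leaf and 1676 for the genotypes in control root. Genes up in the exact test numbered 1533 in IL, 1506 in TL, 1251 in IR, 454 in TR, 773 for the genotypes in control leaf and 773 for the genotypes in control root. Genes down in the exact test numbered 1590 in IL, 1757 in TL, 761 in IR, 435 in TR, 917 for the genotypes in control leaf and 903 for the genotypes in control root. Between the comparisons, the exact test gave 69 in all 4 comparisons, 3116 specific to Ispir, 237 specific to Ispir in both tissues, 2378 specific to TR43477, 74 specific to TR43477 in both tissues, 295 up in both leaf comparisons, 296 down in both leaf comparisons, 231 opposite in leaf, 167 up in IL and down in TL, 64 down in IL and up in TL, 280 up in both root comparisons, 184 down in both root comparisons and 5 opposite in root. In the lists, the exact test gave 14 photosynthesis genes up in IL, 1 gene of Table 1 down in IR, 5 genes of Table 1 up in TR and 1 gene of Table 1 down in TR. The exact test compares a pair of groups, so it was not run for the interactions. The cause was not tested.

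edgeR's likelihood ratio test gave 3296 genes in IL, 3515 in TL, 2115 in IR, 943 in TR, 3084 for the leaf interaction, 251 for the root interaction, 1888 for the genotypes in control leaf and 1833 for the genotypes in control root. Genes up in the likelihood ratio test numbered 1598 in IL, 1602 in TL, 1328 in IR, 481 in TR, 1700 for the leaf interaction, 186 for the root interaction, 846 for the genotypes in control leaf and 843 for the genotypes in control root. Genes down in the likelihood ratio test numbered 1698 in IL, 1913 in TL, 787 in IR, 462 in TR, 1384 for the leaf interaction, 65 for the root interaction, 1042 for the genotypes in control leaf and 990 for the genotypes in control root. Between the comparisons, the likelihood ratio test gave 73 in all 4 comparisons, 3262 specific to Ispir, 254 specific to Ispir in both tissues, 2575 specific to TR43477, 79 specific to TR43477 in both tissues, 299 up in both leaf comparisons, 314 down in both leaf comparisons, 257 opposite in leaf, 181 up in IL and down in TL, 76 down in IL and up in TL, 293 up in both root comparisons, 193 down in both root comparisons and 5 opposite in root. In the lists, the likelihood ratio test gave 14 photosynthesis genes up in IL, 55 photosynthesis genes for the leaf interaction, 1 gene of Table 1 down in IR, 5 genes of Table 1 up in TR and 1 gene of Table 1 down in TR. The cause was not tested.

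An adjusted p threshold of 0.05 in place of 0.01 gave 3122 genes in IL, 3181 in TL, 1889 in IR, 475 in TR, 3521 for the leaf interaction, 62 for the root interaction, 1150 for the genotypes in control leaf and 1377 for the genotypes in control root. At 0.05, genes up numbered 1560 in IL, 1477 in TL, 1175 in IR, 237 in TR, 1960 for the leaf interaction, 49 for the root interaction, 535 for the genotypes in control leaf and 643 for the genotypes in control root. At 0.05, genes down numbered 1562 in IL, 1704 in TL, 714 in IR, 238 in TR, 1561 for the leaf interaction, 13 for the root interaction, 615 for the genotypes in control leaf and 734 for the genotypes in control root. Between the comparisons, the threshold of 0.05 gave 39 in all 4 comparisons, 3251 specific to Ispir, 266 specific to Ispir in both tissues, 2229 specific to TR43477, 33 specific to TR43477 in both tissues, 283 up in both leaf comparisons, 292 down in both leaf comparisons, 213 opposite in leaf, 158 up in IL and down in TL, 55 down in IL and up in TL, 160 up in both root comparisons, 108 down in both root comparisons and 2 opposite in root. In the lists, the threshold of 0.05 gave 13 photosynthesis genes up in IL, 55 photosynthesis genes for the leaf interaction, 1 gene of Table 1 down in IR, 3 genes of Table 1 up in TR and 1 gene of Table 1 down in TR. A higher threshold on the same p-values can only add genes.

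Testing against a log2 fold change of 1 with glmTreat gave 228 genes in IL, 308 in TL, 162 in IR, 18 in TR, 273 for the leaf interaction, 44 for the genotypes in control leaf and 185 for the genotypes in control root. Genes up with glmTreat numbered 135 in IL, 179 in TL, 114 in IR, 7 in TR, 181 for the leaf interaction, 26 for the genotypes in control leaf and 97 for the genotypes in control root. Genes down with glmTreat numbered 93 in IL, 129 in TL, 48 in IR, 11 in TR, 92 for the leaf interaction, 18 for the genotypes in control leaf and 88 for the genotypes in control root. Between the comparisons, glmTreat gave 1 in all 4 comparisons, 331 specific to Ispir, 15 specific to Ispir in both tissues, 284 specific to TR43477, 0 specific to TR43477 in both tissues, 16 up in both leaf comparisons, 5 down in both leaf comparisons, 0 opposite in leaf, 0 up in IL and down in TL, 0 down in IL and up in TL, 7 up in both root comparisons and 5 down in both root comparisons. In the lists, glmTreat gave 2 photosynthesis genes up in IL, 12 photosynthesis genes down in TL, 11 photosynthesis genes for the leaf interaction, 2 genes of Table 1 up in IR and 0 genes of Table 1 up in TR. By its construction glmTreat asks for evidence that the change itself is larger than the threshold.

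Within a tissue, the labels give replicates 1, 2 and 3 of the different groups only a number in common. Leaf and root libraries may come from the same plants, and no leaf library was paired with a root library here. Of 18 correlations between the deviations of same-numbered libraries from their group means, 6 were over 0.1, and they ranged from -0.187 to 0.406. With the replicate number as a block, the quasi-likelihood test gave 0 genes in TL, 1445 in IR, 5 in TR, 595 for the leaf interaction, 0 for the genotypes in control leaf and 25 for the genotypes in control root. Genes up in the blocked fit numbered 0 in TL, 912 in IR, 2 in TR, 426 for the leaf interaction, 0 for the genotypes in control leaf and 11 for the genotypes in control root. Genes down in the blocked fit numbered 0 in TL, 533 in IR, 3 in TR, 169 for the leaf interaction, 0 for the genotypes in control leaf and 14 for the genotypes in control root. Between the comparisons, the blocked fit gave 0 in all 4 comparisons, 183 specific to Ispir in both tissues, 0 specific to TR43477, 0 specific to TR43477 in both tissues, 0 up in both leaf comparisons, 0 down in both leaf comparisons, 0 opposite in leaf, 0 up in IL and down in TL, 0 down in IL and up in TL, 2 up in both root comparisons and 3 down in both root comparisons. In the lists, the blocked fit gave 0 photosynthesis genes down in TL, 1 gene of Table 1 down in IR and 0 genes of Table 1 up in TR. In the blocked fit, 6354 genes had an unadjusted p under 0.05 in TL, 4997 for the genotypes in control leaf and 2843 for the root interaction, and 52 photosynthesis genes lower in TL had one. Changes of sign in the blocked fit were 0.40 for Phvul.008G210100 in TL (from -0.53), 1.97 for Phvul.011G107700 in TL (from -1.33), -0.033 for Phvul.008G011000 in IR (from 0.0028) and -2.20 for Phvul.006G069300 for the leaf interaction (from 1.33), on the log2 scale.

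With all 12 libraries of a tissue in 1 fit and a shared dispersion, the quasi-likelihood test gave 2423 genes in TL and 354 in TR. Genes up in the fit of 12 libraries numbered 1129 in TL and 165 in TR. Genes down in the fit of 12 libraries numbered 1294 in TL and 189 in TR. Between the comparisons, the fit of 12 libraries gave 24 in all 4 comparisons, 39 specific to Ispir in both tissues, 2005 specific to TR43477, 22 specific to TR43477 in both tissues, 191 up in both leaf comparisons, 127 down in both leaf comparisons, 69 opposite in leaf, 60 up in IL and down in TL, 9 down in IL and up in TL, 124 up in both root comparisons, 77 down in both root comparisons and 1 opposite in root. In the lists, the fit of 12 libraries gave 3 genes of Table 1 up in TR and 1 gene of Table 1 down in TR. The cause was not tested. In the fit of 12 libraries, 1 sign changed, to -0.0019 for Phvul.008G011000 in IR (from 0.0028) on the log2 scale.

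For the photosynthesis list, camera's adjusted p with its preset correlation of 0.01 was 7.4e-09 in IL, 6.4e-35 in TL and 3.2e-43 for the leaf interaction. With an estimated correlation camera gave 0.35 in IL, 0.073 in TL and 0.073 for the interaction. With fry the adjusted p was 0.10 in IL, 0.0040 in TL and 8.9e-04 for the interaction. The correlation of the genes within the list decides how many independent values it holds, and it was set, not estimated, in the first of these. Over the alternatives other than leaving out a library, the adjusted p lay between 2.9e-16 and 0.35 in IL, 2.4e-40 and 0.073 in TL and 3.3e-43 and 0.073 for the interaction.

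Each library was left out in turn, in 6 fits per salt response and per genotype difference and 12 per interaction. Over the 50 values of the comparisons, 348 values from these fits kept their direction and side of the threshold or stayed within 1.5 times the count, 29 were larger, 210 were smaller and 1 median moved by more than its spread. For each value that changed, the library without which it was lowest or highest is named here, the first of them where several gave the same value. Lowest without Ispir leaf control replicate 1 were the 0 genes for the genotypes in control leaf, 0 genes up for the genotypes in control leaf, 0 genes down for the genotypes in control leaf, 0 genes down in IL and up in TL and 0 genes opposite in root. Lowest without Ispir leaf control replicate 2 was the 1 photosynthesis gene up in IL. Highest without Ispir leaf control replicate 3 were the 1412 genes in IL, 772 genes up in IL, 640 genes down in IL, 1920 genes specific to Ispir, 6 genes down in IL and up in TL, 8 photosynthesis genes up in IL and 49 photosynthesis genes for the leaf interaction. Lowest without Ispir leaf salt replicate 2 were the 91 genes in IL, 72 genes up in IL, 19 genes down in IL, 103 genes down for the leaf interaction, 0 genes in all 4 comparisons, 828 genes specific to Ispir, 0 genes opposite in leaf and 0 genes up in IL and down in TL. Highest without TR43477 leaf control replicate 1 were the 981 genes up for the leaf interaction. Highest without TR43477 leaf control replicate 2 were the 1546 genes for the leaf interaction and 662 genes down for the leaf interaction. Highest without TR43477 leaf control replicate 3 were the 2085 genes in TL, 1026 genes up in TL, 1059 genes down in TL, 101 genes for the genotypes in control leaf, 42 genes up for the genotypes in control leaf, 59 genes down for the genotypes in control leaf, 1712 genes specific to TR43477, 130 genes up in both leaf comparisons, 112 genes down in both leaf comparisons, 34 genes opposite in leaf, 29 genes up in IL and down in TL and 46 photosynthesis genes down in TL. Lowest without TR43477 leaf salt replicate 1 were the 25 genes in TL, 22 genes up in TL, 3 genes down in TL, 56 genes specific to TR43477, 0 genes specific to TR43477 in both tissues, 6 genes up in both leaf comparisons, 1 gene down in both leaf comparisons and 0 photosynthesis genes down in TL. Highest without TR43477 leaf salt replicate 1 were the 111 genes specific to Ispir in both tissues. Lowest without TR43477 leaf salt replicate 2 were the 291 genes for the leaf interaction, 184 genes up for the leaf interaction and 6 photosynthesis genes for the leaf interaction. Lowest without Ispir root control replicate 1 were the 137 genes in IR, 98 genes up in IR, 39 genes down in IR, 0 genes for the root interaction, 0 genes up for the root interaction, 0 genes down for the root interaction, 15 genes specific to Ispir in both tissues and 1 gene of Table 1 up in IR. Lowest without Ispir root control replicate 2 were the 52 genes for the genotypes in control root, 25 genes up for the genotypes in control root and 27 genes down for the genotypes in control root. Highest without Ispir root salt replicate 2 were the 1107 genes in IR, 729 genes up in IR, 378 genes down in IR and 5 genes of Table 1 up in IR. Lowest without TR43477 root control replicate 1 were the 0 genes of Table 1 up in TR and 0 genes of Table 1 down in TR. Highest without TR43477 root control replicate 2 were the 34 genes for the root interaction, 27 genes up for the root interaction and 7 genes down for the root interaction. Highest without TR43477 root control replicate 3 were the 510 genes in TR, 239 genes up in TR, 271 genes down in TR, 663 genes for the genotypes in control root, 312 genes up for the genotypes in control root, 351 genes down for the genotypes in control root, 17 genes in all 4 comparisons, 26 genes specific to TR43477 in both tissues, 136 genes up in both root comparisons, 87 genes down in both root comparisons, 1 gene opposite in root, 2 genes of Table 1 up in TR and 1 gene of Table 1 down in TR. Lowest without TR43477 root salt replicate 2 were the 4 genes in TR, 2 genes up in TR, 2 genes down in TR, 2 genes up in both root comparisons and 2 genes down in both root comparisons. The median log2 fold change of the photosynthesis list in IL lay between 0.32 (without Ispir leaf control replicate 1) and 1.42 (without Ispir leaf control replicate 3). Where no gene passed, the genes with an unadjusted p under 0.05 numbered from 3325 to 5382 for the genotypes in control leaf and from 2173 to 3425 for the root interaction, and 52 photosynthesis genes lower in TL had one. Each of these fits held fewer libraries, and beyond that the cause of the changes was not tested.

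Among the single genes, 1229 values from the fits that left out a library kept their call, 25 became calls, 395 lost the call and 36 changed sign. For each gene with a change of sign the lowest and the highest log2 fold change follow. In TL, Phvul.008G210100 went from -1.04 (without TR43477 leaf control replicate 2) to 1.63 (without TR43477 leaf control replicate 3). Phvul.011G107700 went from -1.89 (without TR43477 leaf control replicate 2) to 3.61 (without TR43477 leaf control replicate 3). Phvul.009G225500 went from -0.36 (without TR43477 leaf control replicate 2) to 0.065 (without TR43477 leaf control replicate 3). In TR, Phvul.004G129400 went from -0.995 (without TR43477 root control replicate 3) to 0.56 (without TR43477 root control replicate 1). Phvul.002G017800 went from -0.64 (without TR43477 root control replicate 3) to 0.038 (without TR43477 root control replicate 2). Phvul.001G126400 went from -0.27 (without TR43477 root salt replicate 3) to 0.057 (without TR43477 root salt replicate 2). Phvul.009G132900 went from -0.35 (without TR43477 root control replicate 2) to 2.48 (without TR43477 root control replicate 3). Phvul.001G195700 went from -0.26 (without TR43477 root salt replicate 2) to 0.80 (without TR43477 root control replicate 3). Phvul.003G229500 went from -0.23 (without TR43477 root control replicate 2) to 0.081 (without TR43477 root control replicate 3). Phvul.003G286600 went from -0.37 (without TR43477 root control replicate 3) to 0.23 (without TR43477 root control replicate 2). Phvul.009G226700 went from -0.054 (without TR43477 root control replicate 1) to 0.96 (without TR43477 root control replicate 3). Phvul.003G126300 went from -0.39 (without TR43477 root control replicate 2) to 0.39 (without TR43477 root control replicate 3). In IR, Phvul.008G011000 went from -0.24 (without Ispir root salt replicate 1) to 0.17 (without Ispir root salt replicate 2). For the leaf interaction, Phvul.006G069300 went from -3.67 (without TR43477 leaf control replicate 1) to 1.91 (without TR43477 leaf control replicate 3). For the root interaction, Phvul.009G132900 went from -0.29 (without TR43477 root control replicate 3) to 2.55 (without TR43477 root control replicate 2). Phvul.001G195700 went from -0.30 (without TR43477 root control replicate 3) to 0.84 (without Ispir root salt replicate 2). Phvul.009G105300 went from -1.34 (without TR43477 root salt replicate 3) to 0.27 (without TR43477 root salt replicate 2). Phvul.001G083000 went from -0.67 (without TR43477 root control replicate 3) to 0.23 (without Ispir root control replicate 3). In IL, Phvul.004G071500 went from -0.97 (without Ispir leaf salt replicate 3) to 0.13 (without Ispir leaf control replicate 3). Phvul.010G052300 went from -0.26 (without Ispir leaf control replicate 1) to 0.73 (without Ispir leaf control replicate 3). Phvul.003G263200 went from -0.14 (without Ispir leaf salt replicate 3) to 0.41 (without Ispir leaf control replicate 3). The cause of these changes was not tested.

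Depth limits the genes with few counts. A count of 3 or fewer in every library of a group was taken as the floor, and for such genes the fold is a lower bound, the difference between the genotypes' responses has no size, and a gene at the floor in both groups has no fold. Alternatives for the pseudocount and for a filter on low values had been set for files of normalized values and were not run, since the files hold counts. The alternatives for gene sets chosen by annotation were not run either, since no identifier matched a description.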

Differences from the paper's values

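None of the tests given in this part was chosen after a result was seen. Each of the 14 counts that the paper states and that differed by over 1.5 times came within 1.5 times the paper's with DESeq2, the exact test and the likelihood ratio test, and none of the 14 did so with upper-quartile normalization, the filterByExpr filter or glmTreat. An adjusted p threshold of 0.05, the replicate block, all 12 libraries of the tissue in 1 fit, or a fit without 1 library did so only where named, and otherwise left the difference. All of these alternatives were set before the data were examined. For IL the paper's number of DEGs is 3072, and it was 1073 here, 3169 with DESeq2, 3123 with the exact test and 3296 with the likelihood ratio test, and it came within 1.5 times with an adjusted p threshold of 0.05 (3122) as well. In TR the paper's 910 stood against 108, with 865, 889 and 943 under the same alternatives in that order. The paper's text gives 2700 for IR, against 952 here and 1861, 2012 and 2115 under them, and it came within 1.5 times with an adjusted p threshold of 0.05 (1889) as well. The authors' deposited p-values and log2 fold changes gave 2070 genes past the same thresholds in IR, which is the authors' value. The paper's number for TL is 2750, against 1153 here and 3650, 3263 and 3515 with these alternatives, and it came within 1.5 times with an adjusted p threshold of 0.05 (3181), with all 12 libraries of the tissue in 1 fit (2423) and without TR43477 leaf control replicate 3 (2085) as well.

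For DEGs in all tissues and both varieties the paper's number is 71, and 6 were found here, 71 with DESeq2, 69 with the exact test and 73 with the likelihood ratio test. Specific to Ispir were 1599 against the paper's 3090, and 2925, 3116 and 3262 under the same alternatives, and it came within 1.5 times with an adjusted p threshold of 0.05 (3251) and with the replicate block (2289) as well. In both tissues of Ispir were 82 against the paper's 247, and 220, 237 and 254 under them, and it came within 1.5 times with an adjusted p threshold of 0.05 (266) and with the replicate block (183) as well. Specific to TR43477 were 949 against the paper's 1892, and 2652, 2378 and 2575 in the same order, and it came within 1.5 times with an adjusted p threshold of 0.05 (2229), with all 12 libraries of the tissue in 1 fit (2005) and without TR43477 leaf control replicate 3 (1712) as well. Those in both tissues of TR43477 numbered 5 against the paper's 61, and 75, 74 and 79.

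The leaves shared 89 upregulated genes here and 260 in the paper, and 316, 295 and 299 with DESeq2, the exact test and the likelihood ratio test, and it came within 1.5 times with an adjusted p threshold of 0.05 (283) and with all 12 libraries of the tissue in 1 fit (191) as well. Shared downregulated genes numbered 62 against the paper's 286, and 338, 296 and 314, and it came within 1.5 times with an adjusted p threshold of 0.05 (292) as well. With contrasting patterns there were 12 against the paper's 248, and 283, 231 and 257, and it came within 1.5 times with an adjusted p threshold of 0.05 (213) as well. In roots, 33 were shared and upregulated against the paper's 287, and 264, 280 and 293 under these alternatives. Downregulated in both roots were 31 against the paper's 210, and 181, 184 and 193. The 23 log2 fold changes in the paper's supplements for genes named here differed from the values computed here by at most 0.041.

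The paper places IL first for the number of DEGs and for each direction. Here TL had 1153 and IL 1073, and a number in TL or IR was above that in IL under each of the 9 other settings tried with all libraries. Among upregulated genes IR had 604, TL 595 and IL 594, and among downregulated genes TL had 558 and IL 479. Upregulated genes were most numerous in IL with DESeq2 (1594), the exact test (1533) and an adjusted p threshold of 0.05 (1560), and downregulated ones in TL or IR under each of the 9. In the fit without Ispir leaf control replicate 3, the number in IL was 1412, above that of TL with all libraries. A few genes have contrasting patterns in the roots in the paper, and 0 did here, where 90 had opposite directions with an unadjusted p under 0.05 in both. With DESeq2, the exact test and the likelihood ratio test there were 5, at an adjusted p threshold of 0.05 there were 2, and there was 1 with all 12 libraries of the tissue in 1 fit and 1 without TR43477 root control replicate 3.

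Several genes that the paper calls were not past both thresholds here, with adjusted p-values from edgeR's quasi-likelihood test. In IL these were Phvul.003G211100 (0.033), Phvul.008G210100 (0.041), Phvul.006G069300 (0.031), Phvul.001G209400 (0.032) and Phvul.001G067300 (0.029). Each of them passed with DESeq2, the exact test, the likelihood ratio test and an adjusted p threshold of 0.05. Phvul.006G069300 also passed with the replicate block, and Phvul.008G210100 and Phvul.001G067300 without Ispir leaf control replicate 3. In TL, Phvul.003G211100 (0.015) passed with the same 4 alternatives, with all 12 libraries of the tissue in 1 fit and without TR43477 leaf control replicate 3. Phvul.006G029100 in TR (0.056) passed with DESeq2, the exact test and the likelihood ratio test. Of the genes that Additional File 4 takes from the paper's DEGs, 22 rose and 26 fell past both thresholds among 75 in IL, and 59 rose and 24 fell among 117 in IR. The numbers were 33 and 37 in IL and 75 and 39 in IR with DESeq2, 33 and 37 and then 75 and 41 with the exact test, and 34 and 38 and then 75 and 41 with the likelihood ratio test. At an adjusted p threshold of 0.05 they were 33 and 37 in IL and 75 and 39 in IR.

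Counts of some gene groups also differ from the paper's statements. More pectinesterase-related genes, a list that includes annotated inhibitors, rise in IL in the paper than the 2 found here. Its number was reached with DESeq2 (8), while the exact test, the likelihood ratio test and the threshold of 0.05 gave 7. Rubisco genes rise in IL in the paper, and 0 passed here (3 at an unadjusted p under 0.05), 2 passed without Ispir leaf control replicate 3, and 3 passed with each of DESeq2, the exact test, the likelihood ratio test and the threshold of 0.05. The paper has more genes rising on the routes to the citrate cycle in IL than the 1 found here, and DESeq2 gave 11 and the exact test, the likelihood ratio test and the threshold of 0.05 gave 10. In IR the paper has serine and threonine genes falling, and 0 fell here (2 at an unadjusted p under 0.05). In IR 2 fell with each of DESeq2, the exact test, the likelihood ratio test and the threshold of 0.05. With the replicate block 1 fell. The paper has this pathway mainly unaffected in TR. There Phvul.006G105400 fell with the same 4 alternatives and with all 12 libraries of the tissue in 1 fit. Genes between fructose-6P, PEP and oxaloacetate fall in IR in the paper, and 1 fell here, 3 under those 4 alternatives and with the replicate block, and 2 without Ispir root salt replicate 3. On the conversions to PEP, 1 rose in IR here, and 2 with DESeq2, the exact test and the likelihood ratio test. In TR 0 rose here, and Phvul.003G285900 rose there with the same alternatives. Both saccharopine pathway genes rise in Ispir in the paper, where 1 passed in IR here and 2 with DESeq2, the exact test and the likelihood ratio test.

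Among transporters, the paper has Na+/H+ antiporter genes changed in IR, and 0 sodium transporter genes passed both thresholds in IR here (3 had an unadjusted p under 0.05). With DESeq2, the exact test, the likelihood ratio test and the threshold of 0.05, 1 rose and 2 fell in IR, and 1 rose in TR, where the paper has none. For IL it names a pair of Na+ symporter genes, and 1 rose and 0 fell here, while under the same 4 alternatives and with all 12 libraries of the tissue in 1 fit 1 rose and 1 fell. With the replicate block, 0 rose and 1 fell. Potassium transport genes that fell in TR numbered 2, fewer than in the paper, whose number was reached with the exact test (4) and the likelihood ratio test (4). In IR 0 rose and 2 fell (8 had an unadjusted p under 0.05), and the paper's numbers were reached with DESeq2, the exact test, the likelihood ratio test, the threshold of 0.05, the replicate block and without Ispir root salt replicate 2 (1 up and 3 down), and for those that fell also with all 12 libraries of the tissue in 1 fit. Of these genes 1 passed in both roots here, and the paper's number was reached with the exact test (3) and the likelihood ratio test (3). Copper transport genes that fell in IL numbered 2, and 4 with DESeq2, the exact test, the likelihood ratio test and the threshold of 0.05, and no alternative reached the paper's number. In IR, 0 of them rose and 2 fell (5 had an unadjusted p under 0.05), where the paper has both, and 2 rose and 3 fell with DESeq2, the exact test, the likelihood ratio test, the threshold of 0.05 and the replicate block.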

Other observations

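The tests for root material, those on pairs of splits and those on genes that salt left unchanged in this part were chosen only after the result was seen.

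For each of the 4 salt responses the 6 libraries were also divided in the other ways into 3 and 3. In IL, TL, IR and TR alike, 1 of the 10 splits of the 6 libraries, the real one, gave as many genes past both thresholds, and the other splits gave 0. The highest number at an unadjusted p under 0.05 in another split was 1280 in IL, 799 in TL, 2144 in IR and 1631 in TR. An arbitrary grouping and the effect of salt cannot be told apart by this count, since 10 splits cannot give a share under 0.1. The libraries of the genotypes are from different plants, and each split of the Ispir libraries was therefore paired with each split of the TR43477 libraries of the tissue. In leaf, 151 genes passed both thresholds in the same direction in IL and TL, and 64 did in IR and TR in root. In each tissue the real one of the 100 pairs gave the most genes in 1 relative direction, and the other pairs gave 0. That was certain, since each split other than the real one had given 0 genes alone, so this count cannot decide. At an unadjusted p under 0.05 the numbers were 1996 in leaf and 1995 in root, against at most 570 and 590 in another pair. This argues against an arbitrary grouping in both genotypes at once. For either genotype alone 10 splits remain, so an arbitrary grouping stays open there. In the real pair 1105 genes in leaf, also above 570, and 90 in root had opposite directions. In leaf the count thus does not rest on shared direction alone. Of the genes past the thresholds in 1 leaf alone, 222 of 910 in IL and 463 of 990 in TL also passed the leaf interaction, whose number over the 60 groupings argues against an arbitrary grouping. It stays open by these counts for the others, and for genes past the thresholds in 1 root alone, of which 0 passed the interaction, with an unadjusted p under 0.05 for 522 of 888 in IR and 25 of 44 in TR. An effect of salt was tested here on these plants alone, and as the source of the shared changes it is a hypothesis.

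Ispir leaf control replicate 1 had the lowest share of counts on the 56 photosynthesis genes among the Ispir leaf libraries, 2.70%, where the other Ispir controls had 4.85% and 8.85%. To dilute these transcripts that far, root material would have to make up 60.6% of the library. Over 69 genes abundant in Ispir roots and near 0 in the other leaf libraries, the median level in this library was 0% of the root level, with quartiles from 0 to 0.028%. Root material as the source is argued against by these values. Another measure of root genes, looked at earlier, put this library and TR43477 leaf control replicate 3 slightly above the other leaf libraries. The share also rose with the replicate number in salt leaves of Ispir (5.02, 6.29 and 8.67%) and control leaves of TR43477 (5.55, 7.34 and 10.6%). In salt leaves of TR43477 it did not (1.23, 1.25 and 1.17%). No biological explanation was tested. Differences between the plants, and a factor shared by libraries of the same number, stay open.

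TR43477 control replicate 3 stood apart from the other controls of its genotype in both tissues. Without it the number of genes past both thresholds rose from 1153 to 2085 in TL and from 108 to 510 in TR. If salt-treated material of the same genotype had been mixed into the library, each strongly induced gene would imply a similar share of it. The implied share in leaf had a median of 0.373% over 367 genes, with quartiles from -2.18 to 7.03%, and 45.5% of the genes implied none. In root the median was 5.05% over 78 genes, with quartiles from 0.863 to 19.5%, and 19.2% implied none. Genes that salt left unchanged, here those with a mean of at least 50 counts and a log2 difference under 0.25 between the salt libraries and the other controls, would keep their level in any mixture. Over 3794 such genes in leaf, this library spread around the other controls of its group by 0.53 on the log2 scale (scaled median absolute deviation), more than any of the other 11 leaf libraries around theirs, at most 0.43, so that such a mixture as the whole source is argued against in leaf. Over 9233 genes in root the spread was 0.33, within that of the other 11 root libraries, at most 0.38. In root such a mixture and a difference between the plants cannot be told apart, since most strongly induced genes implied some salt-treated material and the library spread no more than others over unchanged genes. In the leaf library, 65 genes abundant in root had a median of 0% of their root level, with quartiles from 0 to 0.073%, where the highest median in another leaf library was 0.083%, which argues against root material. No biological explanation was tested, and differences between the plants stay open.

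The salt libraries of TR43477 leaves lay close together, with 1.23, 1.25 and 1.17% of their counts on the photosynthesis genes. Deposition of 1 library more than once would leave only counting error between them, a chi-square per degree of freedom near 1. Between pairs of these libraries it was 14.5 to 20.6, which argues against that. No biological explanation was tested.

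Among the genes with the smallest adjusted p for the interaction in root, Phvul.002G196400, which Additional File 3 annotates as Lhcb1, went from 15.6 ± 0.907 to 10.6 ± 1.26 CPM (SD, n = 3) with salt in IR and from 41.8 ± 19.8 to 1.88 ± 0.749 CPM in TR. Its difference in response was 3.94 (standard error 0.46, adjusted p = 0.020 from edgeR's quasi-likelihood test). Phvul.011G138500 (chromosome 11 from 35213484 to 35214830), which the files do not pair with a name, went from 11.7 ± 0.431 to 33.4 ± 6.23 CPM in IR and from 1.26 ± 0.190 to 0.780 ± 0.0661 CPM in TR, a difference of 2.21 (standard error 0.27, adjusted p = 0.020 from the same test). Without 1 library the adjusted p of both rose to at most 0.071.

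The authors' deposited p-values and log2 fold changes, taken at the same thresholds, give 3070 genes in IL, 2750 in TL, 2070 in IR and 909 in TR, which are the authors' values. Of the genes past both thresholds here, 1073 of 1073 in IL, 1071 of 1153 in TL, 952 of 952 in IR and 108 of 108 in TR were among them with the same sign. With the exact test, 2856 of 3123 genes in IL, 2487 of 3263 in TL, 1954 of 2012 in IR and 792 of 889 in TR were among them. Across genes, which are not independent replicates, the log2 fold changes computed here and the authors' had Pearson's r values of 0.99998 in IL, 0.999997 in TL and IR and 0.99997 in TR.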
